# Gene Expression Alterations in the Cerebellum and Granule Neurons of *Cstb^−/−^* Mouse Are Associated with Early Synaptic Changes and Inflammation

**DOI:** 10.1371/journal.pone.0089321

**Published:** 2014-02-27

**Authors:** Tarja Joensuu, Saara Tegelberg, Eva Reinmaa, Mikael Segerstråle, Paula Hakala, Heidi Pehkonen, Esa R. Korpi, Jaana Tyynelä, Tomi Taira, Iiris Hovatta, Outi Kopra, Anna-Elina Lehesjoki

## Abstract

Progressive myoclonus epilepsy of Unverricht-Lundborg type (EPM1) is an autosomal recessively inherited neurodegenerative disease, manifesting with myoclonus, seizures and ataxia, caused by mutations in the cystatin B (*CSTB*) gene. With the aim of understanding the molecular basis of pathogenetic events in EPM1 we characterized gene expression changes in the cerebella of pre-symptomatic postnatal day 7 (P7) and symptomatic P30 cystatin B -deficient (*Cstb^−/−^*) mice, a model for the disease, and in cultured *Cstb^−/−^* cerebellar granule cells using a pathway-based approach. Differentially expressed genes in P7 cerebella were connected to synaptic function and plasticity, and in cultured cerebellar granule cells, to cell cycle, cytoskeleton, and intracellular transport. In particular, the gene expression data pinpointed alterations in GABAergic pathway. Electrophysiological recordings from *Cstb^−/−^* cerebellar Purkinje cells revealed a shift of the balance towards decreased inhibition, yet the amount of inhibitory interneurons was not declined in young animals. Instead, we found diminished number of GABAergic terminals and reduced ligand binding to GABA_A_ receptors in *Cstb^−/−^* cerebellum. These results suggest that alterations in GABAergic signaling could result in reduced inhibition in *Cstb^−/−^* cerebellum leading to the hyperexcitable phenotype of *Cstb^−/−^* mice. At P30, the microarray data revealed a marked upregulation of immune and defense response genes, compatible with the previously reported early glial activation that precedes neuronal degeneration. This further implies the role of early-onset neuroinflammation in the pathogenesis of EPM1.

## Introduction

Progressive myoclonus epilepsy of Unverricht-Lundborg type (EPM1, OMIM 254800) is an autosomal recessively inherited neurodegenerative disease characterized by stimulus-sensitive myoclonus, tonic-clonic seizures and ataxia with the disease onset at 6–16 years of age [1]. While epileptic seizures are usually well controlled with medication, myoclonus is resistant to treatment and severely incapacitating. EPM1 is caused by loss-of-function mutations in the cystatin B gene (*CSTB*), the most common of which is an expansion of a dodecamer repeat in the promoter region of the gene [2], [3]. A mouse model for the disease, the *Cstb*-deficient (*Cstb^−/−^*) mouse, presents with many of the clinical features of EPM1, especially myoclonus starting at the age of 1 month and progressive ataxia manifesting around 6 months of age [4]. One of the major neuropathological phenotypes in *Cstb^−/−^* mice is a severe loss of cerebellar granule neurons due to apoptotic death. Cerebella of *Cstb^−/−^* mice also show oxidative damage, reflected by depletion of antioxidants and increased lipid peroxidation [5]. Moreover, we recently reported striking, early microglial activation in *Cstb^−/−^* brain, which precedes the emergence of myoclonus and is followed by widespread astroglial activation and selective neuronal loss [6].

CSTB is a cysteine protease inhibitor that controls the activity of lysosomal cysteine cathepsins. Cathepsin activity has been found to be increased in EPM1 patient lymphoblastoid cells [7]. In *Cstb^−/−^* mice, cathepsin B has been shown to mediate the increased sensitivity to oxidative stress -induced cell death [5] and cathepsin removal or inhibition by other means to ameliorate the neurodegenerative phenotype of *Cstb^−/−^* mice [8], [9]. Yet, the molecular mechanisms leading to EPM1 are still largely unknown and it is possible that CSTB has functions independent of cathepsins.

The changes in gene expression patterns may reveal dysregulated pathways and functional cascades causative for pathological processes. A previous array-based approach to study differentially expressed genes in aged, fully symptomatic 8-month-old *Cstb^−/−^* mice revealed changes in genes related to glial activation and immunological pathways, reflecting the advanced pathological state of *Cstb^−/−^* brain at that age [10]. However, we recently reported pathological changes in *Cstb^−/−^* mice that begin with intense microglial activation already at 2 weeks of age, prior to the appearance of the first clinical symptom, myoclonus [6]. To further understand the molecular processes involved in EPM1, we used cerebellum as a model system and generated microarray-based gene expression patterns from immature pre-symptomatic and young symptomatic cerebella and cultured cerebellar granule cells of *Cstb^−/−^* mice. Gene Ontology (GO) analysis of expression changes in presymptomatic mice highlighted disruption in synaptogenesis and in synaptic function and maintenance, and in symptomatic mice, in immune and defense response genes. Consequences in synaptic function were characterized using electrophysiological and ligand-binding analyses along with immunohistological studies in neurons and cerebellar tissue of *Cstb^−/−^* and control mice. Conclusively, these experiments suggest that alterations in GABAergic signaling accompanied with early-onset neuroinflammation in *Cstb^−/−^* mice are essential contributors in the pathogenesis of EPM1.

## Methods

### Ethics statement

The Animal Ethics Committee of the State Provincial Office of Southern Finland approved all animal research protocols (decisions ESLH-2005-00507/Ym-23, ESLH-2007-05788/Ym-23, ESAVI-2010-07744/Ym-23).

### Animals

*Cstb^−/−^* mice were obtained from The Jackson Laboratory (Bar Harbor, ME; 129-*Cstb^tm1Rm^*/SvJ; stock #003486) [4]. Wild type littermates were used as controls.

### RNA isolation and microarray hybridization

RNA isolation for microarray hybridization and real-time quantitative PCR (qPCR) were done from cerebella of P7 (n = 5 per genotype for hybridization, n = 10 per genotype for qPCR, males and females) and P30 (n = 3 per genotype for hybridization, all males) *Cstb^−/−^* and control mice, as well as from cultured cerebellar granule neurons dissected from P5 *Cstb^−/−^* and control mice (n = 5 per genotype for hybridization, males and females). Mice were anesthetized with CO_2_ and sacrificed by decapitation. The dissected cerebella were homogenized using Lysing Matrix D tubes (Qbiogene, Carlsbad, CA, USA) and FastPrep® FP120 Instrument (Qbiogene, Carlsbad, CA, USA) with Proteinase K digestion (20 mg/ml, >30 U/mg, Finnzymes, Espoo, Finland) according to the manufacturer's instructions. Cerebellar granule cell cultures were prepared as described [11] and cultured for two days *in vitro* (2 DIV). Proliferation of glial cells was prevented by addition of 10 µM cytosine 1-β-d-arabinofuranoside (Sigma, St. Louis, MO, USA) 16–20 h after plating. Cultures were controlled for neuron health and morphology as well as for glial content. Total RNA was extracted using the ABI Prism 6100 Nucleic Acid PrepStation (Applied Biosystems, Foster City, CA, USA) from cerebella and PerfectPure RNA Cultured Cell kit (5 PRIME GmbH, Hamburg, Germany) from cerebellar granule cells according to the manufacturer's instructions. RNA purity was confirmed by spectrophotometer and integrity by Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). The subsequent sample preparation and hybridization of each cRNAs on GeneChip® Mouse Genome 430 2.0 arrays (Affymetrix, Santa Clara, CA, USA) were performed in Helsinki Biomedicum Biochip Center (Finland).

### Microarray data analysis

The quality control of each microarray was carried out by the Affymetrix GeneChip® Operating Software (GCOS) v1.4 (Affymetrix Inc., Santa Clara, CA, USA), and the raw data were imported to GeneSpring GX software (Silicon Genetics, Incorporated, Redwood City, CA, USA). Expression signal values were generated using the RMA (Robust Multiarray Average) algorithm [12] for background adjustment, quantile-normalization and summarization. For the normalization, the median expression level of a given gene across all samples (per gene normalization) was used. 

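In the values used here, which are log2 signals, the median of each probe set over the arrays of one experiment was 0 (to within 5e-07), separately for the P7 cerebella, the P30 cerebella and the granule cell cultures. The level of a probe set on the arrays is therefore not kept, and only differences between arrays of the same experiment can be read. For Cstb at P7, for example, one of its 2 probe sets lay between -2.45 and -2.21 in the knockout arrays and between -0.11 and 0.12 in the control arrays, relative to the control mean. In the granule cell cultures the same probe set lay between -2.01 and -1.77 in the knockout arrays and between -0.07 and 0.13 in the control arrays. Arrays with tied values occurred in 51.3% of probe sets in the granule cell cultures, 2.9% at P7 and 2.1% at P30. The effect of these ties on the calls was not tested.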

The data were interpreted from groups of replicate samples from the same experimental condition, and viewed in the log-of-ratio mode. Principal component analysis was performed as a second quality control at the sample level to evaluate grouping of the samples within the same genotype close to each other. All samples, except two from P7 mice (one from both genotypes) and one from P5 + 2 DIV *Cstb^−/−^* cerebellar granule cells, were used for the final data analysis. 

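The arrays analysed here were 4 knockout and 4 control arrays of P7 cerebella, 3 of each genotype of P30 cerebella, and 3 knockout and 4 control arrays of granule cell cultures. The methods give 5 granule cell arrays per genotype with 1 knockout array left out, so the paper's numbers there are 4 and 5. Its text does not name the arrays it used. Each array was a separate sample with its own replicate number, and the numbers did not pair knockout with control arrays. Arrays of 1 genotype held both sexes by their labels at P7, where 3 of 4 knockout and 1 of 4 control arrays were labelled male, and the sex genes Xist and Eif2s3y went with these labels. At P30, 1 knockout array was labelled female, whereas the methods state that all P30 mice were males. Xist on that array differed by -0.03 from the median of the experiment. Over all P30 arrays Xist lay between -0.08 and 0.15 and Eif2s3y between -0.02 and 0.20. At P7, by contrast, Xist lay between -3.60 and -3.42 in male and between 3.42 and 3.98 in female arrays. These genes thus showed no sex difference among the P30 arrays, against the female label. In the granule cell cultures, knockout array 1 was labelled male and lacked the Y-linked Eif2s3y signal (-2.33), knockout array 2 was labelled female and had it (1.78), and control arrays 7 and 8 held both Xist signal (-0.23 and 0.32) and Eif2s3y signal (0.92 and 0.00).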

Filtering of the probe sets was based on the expression with lower and upper cutoff 20 and 100 percentile and on the fold-change (FC) with cutoff 1.3. In overall statistics of differentially expressed genes, t-test unpaired equal variance with corrected p<0.05 (cerebella) and p<0.01 (cerebellar granule cells) with Benjamini-Hochberg multiple testing correction was used. Hierarchical clustering analysis based on gender and genotype was performed for the differentially expressed genes of P7 *Cstb^−/−^* mice and P5 + 2 DIV *Cstb^−/−^* cerebellar granule cells. 

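Over all 45037 probe sets tested, average linkage on 1 minus the correlation parted the genotypes at the first branch in the P7 cerebella and in the granule cell cultures. In the P30 cerebella the first branch held control arrays 1 and 2 alone. Genotype accounted for 22.7% of the total variance at P7 (exact permutation test of the labels, p = 0.029) and for 53.5% in the granule cells (exact permutation test, p = 0.029). At P30 it accounted for 28.7% (exact permutation test, p = 0.2), where the smallest p that 3 arrays against 3 allow is 0.1. The sex given by the labels accounted for 18.6% at P7 (exact permutation test, p = 0.143) and for 8.6% in the granule cells (exact permutation test, p = 0.857). Because some granule cell labels conflict with the sex genes, the test there cannot show whether sex structured these arrays. On the probe sets changed by genotype, the genotypes were parted at the first branch in all 3 experiments, with 98.1% of the variance at P7 and 92.7% in the granule cells lying between genotypes; these probe sets were chosen for that difference, so this is not independent evidence. With complete linkage over all probe sets, the granule cell cultures alone were parted by genotype at the first branch.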

The genotype was the most descriptive, and the samples did not cluster according to gender (data not shown).

Web-based tool WebGestalt [13] (http://bioinfo.vanderbilt.edu/webgestalt/) and Ingenuity Systems Pathway Analysis (IPA) (Ingenuity System Incorporated, Redwood City, CA, USA; http://www.ingenuity.com/) were used in parallel to interpret the differentially expressed genes in the context of biological, molecular and cellular functions. Only gene ontology (GO) categories with at least two terms were considered and the significance of enrichment of genes in each category (p-value) was calculated using hypergeometric test adjusted for multiple testing using the Benjamini-Hochberg method. The microarray data are available in the Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47516.

### Real-time quantitative PCR

DNase (TURBO™; Ambion®, Austin, TX, USA) treated total RNA was reverse transcribed to cDNA (iScript cDNA Synthesis Kit; BioRad Laboratories, Berkeley, CA, USA) and quantified by qPCR on the ABI Prism 7000 Sequence Detection System (Applied Biosystems, Foster City, CA, USA) using Taqman® Gene Expression Assays (GABA_A_ receptor δ (*Gabrd)*, Mm01227754_m1, and GABA_A_ receptor *α6 (Gabra6)*, Mm01266203_g1) with Taqman® PCR master mix (Applied Biosystems, Foster City, CA, USA). TATA-box binding protein (*Tbp*, Mm00446973_m1) was used as an endogenous control. All reactions were prepared in duplicate and three separate runs were prepared for each sample. The mean expression level of samples was compared to mean expression level of control mice and calculated as FC of the controls (± SE). The data were calculated by standard-curve method with DataAssist software Version 3.01 (Applied Biosystems, Foster City, CA, USA) and Student's t-test with p<0.05 considered as statistically significant.

### Western blot analyses

Cerebella of P7 and P30 *Cstb^−/−^* and control mice (n = 3 per genotype) were lysed with 50 mM Tris (pH 8.0), 0.5% Nonidet P-40, 10% glycerol, 0.1 mM EDTA, 250 mM NaCl, 0.1 mM Na_3_VO_4_, 50 mM NaF, 4 mM dithiothreitol (DTT), 1× Protein inhibitor cocktail (Roche, Basel, Switzerland) using Lysing Matrix D tubes (Qbiogene, Carlsbad, CA, USA) and FastPrep® FP120 Instrument (Qbiogene, Carlsbad, CA, USA). Lysed proteins (15 µg) were separated with Protean TGX precast gels (Bio-Rad Laboratories, Hercules, CA, USA) and transferred on the nitrocellulose membrane. The primary antibodies used were rabbit anti-rat GABRA6 (1∶1000) (Synaptic Systems, Göttingen, Germany) and mouse anti-rat β-tubulin (1∶10 000) (Sigma, St. Louis, MO, USA), and the secondary antibodies used were anti-rabbit-IRDye 800CW (1∶10 000) (LI-COR Biosciences, Lincoln, NE, USA) and anti-mouse-Alexa Fluor 680 (1∶10 000) (Invitrogen®, Life Technologies, Carlsbad, CA, USA). The bands were detected with Odyssey infrared reader (LI-COR Biosciences, Lincoln, NE, USA). Signal intensities were detected with Image Studio 3.1 (LI-COR Biosciences, Lincoln, NE, USA) and normalized to the intensity of β-tubulin.

### Electrophysiology

Brains from P7 *Cstb^−/−^* and control mice (n = 7-10 per genotype) were dissected in ice-cold 124 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 10 mM MgSO_4_, 26 mM NaHCO_3_, 10–15 mM D-glucose, 1 mM CaCl_2_, saturated with 5% CO_2_/95% O_2_. Cerebellar slices (350 µm) were cut horizontally with a vibratome (Vibratome Co., St. Louis, MO, USA) in the above solution and stored at room temperature in 124 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 4 mM MgSO_4_, 26 mM NaHCO_3_, 10–15 mM D-glucose, 1 mM CaCl_2_, saturated with 5% CO_2_/95% O_2_. The slices were used 1–4 h after cutting.

For electrophysiological recordings the slices were placed in a submerged chamber and superfused with artificial cerebrospinal fluid (ACSF): 124 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 1 mM MgSO_4_, 26 mM NaHCO_3_, 15 mM D-glucose, 2 mM CaCl_2_, saturated with 5% CO_2_/95% O_2_, at a rate of 2–3 ml/min (32°C). Whole-cell recordings were obtained from Purkinje cells using the Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA, USA). Cells were voltage-clamped at 0 mV with 4–5 MΩ pipettes filled with 135 mM CsMeSO_4_, 10 mM Hepes, 0.5 mM EGTA, 4 mM Mg-ATP, 0.3 mM Na-GTP and 2 mM NaCl (285 mOsm), pH 7.2. At 0 mV GABAergic currents were seen as outward and glutamatergic currents as inward. Recordings where access resistance was higher than 25 MΩ were discarded.

Axoscope 10.2 (Molecular Devices, Sunnyvale, CA, USA) was used for data acquisition. Offline analysis was done using MiniAnalysis 6.0.7 program (Synaptosoft, GA, USA). Spontaneous events were detected using peak detector algorithm, and all events were confirmed visually. The chi-square test and two-tailed Student's t-test were used for statistical analysis (GraphPad Prism 5.0c; GraphPad Software, La Jolla, CA, USA) with p<0.05 considered as statistically significant.

### Immunohistochemistry

Under terminal anesthesia induced with pentobarbital (80–150 mg/kg, Mebunat Vet, Orion, Finland) the mice (P7, P14, P20 and P30, n = 4–5 per genotype) were immersiofixed (P7) or intracardially perfusion fixed (P14, P20, P30) with 4% paraformaldehyde. Brains were dissected and postfixed with 4% paraformaldehyde for one week. Paraffin sections (8 µm) were dewaxed with xylene and descending series of alcohol. Antigen retrieval was performed by lightly boiling sections in 10 mM sodium citrate, 0.05% Tween-20, pH 6.0 for 20 min, followed by cooling at RT for 30 min. Sections were blocked with 5% FCS, 0.1% Triton X-100 in PBS and primary antibody diluted to 1% FCS in PBS was incubated overnight.

Cultured cerebellar granule cells growing on coverslips were fixed with 4% paraformaldehyde for 15 min and permeabilized with 0.1% Triton X-100 in PBS for 10 min. Coverslips were blocked with 10% FCS in PBS and primary antibody diluted to 1% FCS in PBS was incubated overnight.

Secondary antibodies were diluted to 1% FCS in PBS and incubated for 30 min. Nuclei were counter stained with 1 ng/ml Hoechst 33258 (Molecular Probes®, Life Technologies, Carlsbad, CA, USA).

For stereological analysis of interneurons, mice were euthanized at P14 (n = 3 per genotype) and P30 (n = 6 per genotype). Brains were removed, bisected along the midline and immersion fixed in 4% paraformaldehyde for one week before cryoprotection in 30% sucrose in TBS containing 0.05% sodium azide. Frozen sagittal sections of 40 µm were cut through the brains and collected as series in cryoprotectant solution (30% ethylene glycol, 15% sucrose, 0.05% sodium azide in TBS). One-in-six series of free-floating sections were immunostained with anti-parvalbumin (P14) or Nissl stained (P30) as described previously [14].

The specificity of all immunostainings was verified by controls in which the primary antibody was omitted.

### Antibodies for immunohistochemistry

Mouse anti-carp parvalbumin (1∶5000) (Swant, Marly, Switzerland); rabbit-anti-GABA (1∶250) (Sigma, St. Louis, MO, USA); rabbit anti-human synapsin 1 (1∶200) (Cell Signaling Technology, Danvers, MA, USA); mouse anti-rat vesicular GABA transporter (VGAT, 1∶500), rabbit anti-rat gephyrin (1∶500), rabbit anti-rat GABRA6 (1∶500), rabbit anti-rat vesicular glutamate transporters 1 (VGLUT1, 1∶250) and 2 (VGLUT2, 1∶250) (Synaptic Systems, Göttingen, Germany).

Secondary antibodies were as follows: anti-mouse-Alexa Fluor 564, anti-rabbit-Alexa Fluor 564, anti-mouse-Alexa Fluor 488, anti-rabbit-Alexa Fluor 488 (1∶200) (Invitrogen®, Life Technologies, Carlsbad, CA, USA).

### Counts of interneuron number

StereoInvestigator software (Microbrightfield, Inc, Williston, VT, USA) was used to obtain unbiased optical fractionator estimates of interneuron number in molecular layer of cerebellum from parvalbumin (P14) and Nissl (P30) stained 40 µm sections. Parvalbumin was used for P14 as at this age molecular layer still contains migrating granule cells that are difficult to reliably differentiate from interneurons in Nissl stain. All neuronal cell bodies on molecular layer of P30 mice were considered to be interneurons in Nissl stained sections. Measurements were performed as described previously [15]. The cut section thickness was nominally 40 µm, but after mounting and dehydration the actual thickness of sections was 15 µm. The optical fractionator was run using a guard height of 0.5 µm at both the top and bottom of the section, meaning that the actual depth of the fractionator was 14 µm. The following sampling scheme was used: grid area 30 625 µm^2^, frame area 2 400 µm^2^. The data were expressed as mean neuron number ± standard error (SE). The unpaired Student's t-test was used for statistical analysis (GraphPad Prism 5.0c; GraphPad Software, La Jolla, CA, USA)) with p<0.05 considered as statistically significant. The mean coefficient of error for all individual optical fractionator estimates was calculated according to the method of Gundersen and Jensen [16] and was less than 0.07 in all of the analyses.

### Analysis of synapses by puncta analyzer

Synapses were analyzed with Puncta analyser plug-in for ImageJ (1.28u; NIH, Bethesda, MD, USA) as described [17]. Maximum intensity projections of confocal microscopy images (Zeiss LSM 510 Meta/LSM 780, Oberkochen, Germany) from 5 areas per cerebellum, 4–5 animals per group were quantified for the number of synaptic puncta using markers VGAT, VGLUT1, VGLUT2, GABRA6, synapsin 1 and gephyrin. Colocalization of these puncta was also analyzed. The areas analyzed covered different lobules of the cerebellum and were the same in all analyses and animals. The data were expressed as mean puncta number compared to control ± SE. The unpaired Student's t-test was used for statistical analysis (GraphPad Prism 5.0c; GraphPad Software, La Jolla, CA, USA)) with p<0.05 considered as statistically significant.

### Autoradiography of GABA_A_ receptor ligand binding sites

Brains from P7 and P30 *Cstb^−/−^* and control mice (n = 3-4 per genotype) were dissected and frozen in ethanol-isopentane-bath. Sagittal 14 µm thick cryostat sections were mounted on gelatin-chrome alum coated slides. Autoradiographic procedures have been described previously in detail [18], [19].

For [^3^H]muscimol binding to GABA agonist sites, sections were preincubated for 15 min in an ice–water bath in 0.17 M Tris-HCl (pH 7.4). The final incubation in the same buffer was performed with 15 nM [^3^H]muscimol (Perkin-Elmer, Waltham, MA, USA) at 4°C for 30 min. Nonspecific binding was determined with 100 µM GABA (Sigma, St. Louis, MO, USA). After incubation, the sections were washed in ice-cold incubation buffer twice for 30 s, dipped in distilled water and dried in airflow at room temperature.

For [^3^H]Ro15-4513 binding to benzodiazepine sites of the GABA_A_ receptors, sections were preincubated for 15 min in an ice-water bath in 50 mM Tris–HCl, 120 mM NaCl (pH 7.4). The final incubation in the same buffer was performed with 15 nM [^3^H]Ro15-4513 (Perkin-Elmer, Waltham, MA, USA) at 4°C for 60 min. Nonspecific binding was determined with 10 µM Ro15-1788 (flumazenil; Tocris, Bristol, UK). To detect α-6 subunit containing GABA_A_ receptors [20], other GABA_A_ receptor subtypes were blocked with 10 µM diazepam (Sigma, St. Louis, MO, USA). After incubation, the sections were washed with ice-cold incubation buffer for 2×60 s, dipped in distilled water and dried in airflow at room temperature.

The sections were exposed with [^3^H]-plastic standards (GE Healthcare, Little Chalfont, UK) to Kodak Biomax MR films (Eastman Kodak, Rochester, NY, USA) for 2 months. For quantification of binding densities, the imaging plates were analyzed with ImageJ (1.44; NIH, Bethesda, MD, USA) and the data were expressed as mean radioactivity levels (nCi/mg) ± SE with reference to [^3^H]-standards. The unpaired Student's t-test was used for statistical analysis (GraphPad Prism 5.0c; GraphPad Software, La Jolla, CA, USA)) with p<0.05 considered as statistically significant.

## Results

### Altered expression of synaptic genes in Cstb^−/−^ mouse cerebellum at postnatal day 7

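RNA of whole cerebella from 7-day-old mice was hybridized to Affymetrix mouse genome arrays, and the values of 4 Cstb−/− and 4 wild type littermate (control) mice were analysed. The authors background-adjusted, quantile-normalized and summarized the signals by RMA and set the median of each probe set to 0. From these log2 values the difference between knockout and control was fitted for 45037 probe sets with limma (version 3.58.1), after 64 control probe sets had been left out. A probe set counted as changed at a fold of 1.3 or more and a Benjamini-Hochberg adjusted p under 0.05. The filter on low signals was not applied, because the levels are not kept. For single genes and gene lists, each of 18193 genes was represented by 1 probe set, with p adjusted over these genes. On 50 probe sets per size given a simulated log2 change, limma recovered 28 of those changed by 0.5, 47 of those changed by 1 and all of those changed by 2. These rates hold for the simulated data alone. In the P7 cerebella the genes Mog at 1.20 and Folr1 at -2.24 did not pass. The rates therefore do not show what a missing call means there. The number of arrays limits the precision, and signals of different probe sets cannot be compared. Since 3 of the 4 knockout arrays and 1 of the 4 control arrays came from mice labelled male, sex and genotype were partly confounded. The 18S rRNA control probe sets had a mean of 3.39 on knockout array 5 and of -0.40 to 0.64 on the other arrays, and the array was kept.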

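Cystatin B mRNA was lower in the cerebella of P7 Cstb−/− mice. One of its 2 probe sets fell by 3.10 on the log2 scale (SE 0.15, n = 4 per genotype, adjusted p = 8.99e-06 from limma) and the other fell by 2.31 (SE 0.08, adjusted p = 4.71e-07 from limma). The third changed probe set was for Sulf1, an extracellular sulfatase that edits heparan sulfate, which fell by 1.32 (SE 0.10, adjusted p = 0.000364 from limma over all probe sets). The probe set that represented Sulf1 among the genes had -0.34 (SE 0.12, adjusted p = 0.397 from limma). These 3 probe sets of 2 genes were all that passed both thresholds, and none was higher. Sulf1 was named here after its value was seen. Its call was lost with the replicate number as a block. Knockout array 5 and control array 4 have no same-numbered partner, so fewer arrays bear on the difference in that fit. The Sulf1 call was also lost with the choroid plexus genes of each array as a covariate, chosen after seeing the data. In all, 735 probe sets differed by a fold of 1.3 or more when no p was asked for, and 594 of these did so with an unadjusted p under 0.05 from limma. With Benjamini-Hochberg correction over the probe sets past the fold alone and the methods' test, 203 probe sets passed, 67 of them higher and 136 lower. Corrected over all probe sets, the same test called 1. The fold filter uses the difference under test, so adjusted p values after it tend to be too small. The limma count was 38 without knockout array 1, and 1108 with the labelled sex as a covariate.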

The genomewide microarray analysis of P7 cerebella from *Cstb^−/−^* mice revealed 82 differentially expressed probe sets within 61 genes, of which 30 probe sets were upregulated and 52 were downregulated (Table S1 in File S1). The over-represented GO categories are summarized in Table 1 (see also Table S2 in File S1 for complete gene lists within the GO categories). 

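Across 42 gene lists, the largest medians in P7 Cstb−/− cerebella, either way, were in markers of non-neuronal cells. Of 15 measured oligodendrocyte genes, 14 had higher values and none passed the limma test over all genes (12 had an unadjusted p under 0.05), while 11 were higher when adjusted over the list alone (camera adjusted p = 8.19e-12). Mog, a myelin glycoprotein, had a log2 fold change of 1.20 (SE 0.22, n = 4, adjusted p = 0.136 from limma), and Cnp, an enzyme of myelinating cells, had 0.49 (SE 0.09, adjusted p = 0.130). Of 15 genes of choroid plexus and ependyma, the tissue that makes cerebrospinal fluid, 14 had lower values, none passed over all genes (9 at an unadjusted p under 0.05) and 9 were lower when adjusted over the list alone (camera adjusted p = 4.22e-13). The folate receptor gene Folr1 had a log2 fold change of -2.24 (SE 0.44, adjusted p = 0.154), with knockout arrays between -3.21 and -0.55. Markers of mature granule neurons, including the cadherin Fat2 (0.49, SE 0.08, adjusted p = 0.0837), had higher values in 15 of 16 genes, with 5 higher when adjusted over the list alone (camera adjusted p = 3.00e-06). In all, 14 lists were called by camera at its preset correlation, 6 towards higher and 8 towards lower values. With an estimated correlation none was called: the smallest value was an adjusted p = 0.115, shared by the choroid plexus, mature granule neuron and presynaptic vesicle release lists, and the oligodendrocyte list had an adjusted p = 0.213. With the choroid plexus genes of each array as a covariate, chosen after seeing the data, 0 lists were called by camera. That covariate had r = -0.85 with the genotype, and the mean of the oligodendrocyte list went from 0.48 (SE 0.13) to 0.18 (SE 0.23), a smaller difference with a wider spread. The means of the other called lists shrank too, except for protocadherins, Purkinje cells and the unfolded protein response. Protocadherins had -0.14 (SE 0.04) without and -0.14 (SE 0.09) with the covariate, and Purkinje cells 0.14 (SE 0.05) and 0.16 (SE 0.11). The unfolded protein response had -0.08 (SE 0.02) and -0.1 (SE 0.03). Loss of the call for these lists thus came without a smaller mean.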

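In P7 Cstb−/− cerebella, Gabra6 and Gabrd, which encode subunits of the extrasynaptic GABA-A receptors of granule cells, had the highest values of the 15 measured GABA-A receptor subunit genes. Gabra6 had a log2 fold change of 0.94 (SE 0.17, n = 4 per genotype, adjusted p = 0.136 from limma over all genes), and each knockout array lay above every control array. Gabrd had 0.64 (SE 0.14, adjusted p = 0.199), again without overlap between the genotypes, and its second probe set had 0.40. Neither gene passed the test over all genes. Gabra6 did so with the labelled sex, which is partly confounded with genotype, as a covariate. Of the 15 subunit genes, 10 had higher and 5 lower values, and 3 were higher when adjusted over the list alone, the third being Gabrb1 with 0.34, named after its value was seen. The list was not called by camera (adjusted p = 0.106). By the methods' test with correction over the probe sets past the fold, Gabra6 and both probe sets of Gabrd passed. With correction over all probe sets the same test called neither gene. The paper also reports both genes as higher by qPCR. Choroid plexus genes had a median log2 fold change of -0.60 in the same cerebella. 

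**Figure D1:**
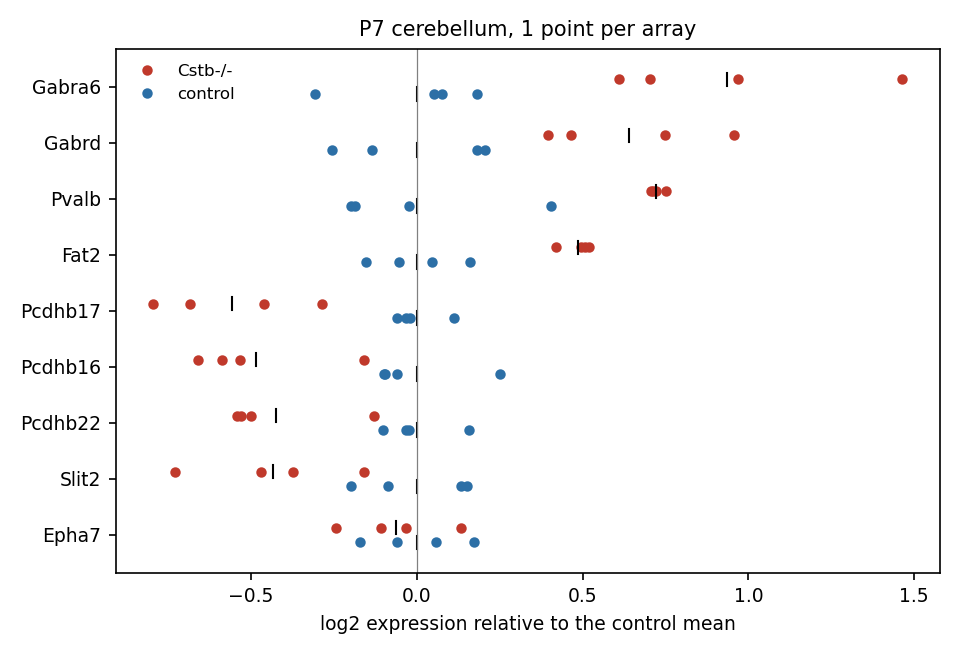
Log2 expression of genes named for the P7 cerebellum on each array, relative to the mean of the control arrays (horizontal axis, log2); red points are the 4 Cstb−/− arrays, blue points the 4 control arrays, and black ticks the group means. Gabra6 lies between 0.61 and 1.46 in the knockout arrays and between -0.31 and 0.18 in the control arrays, while Epha7 overlaps between genotypes.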

The analyses of molecular and biological function revealed altered expression of genes associated with ion homeostasis, neural networks, neural system development, synaptic function and plasticity, of which GABA_A_ receptor subunits *Gabrd* and *Gabra6* were upregulated. 

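Genes of axon guidance had higher and lower values in P7 Cstb−/− cerebella. Slit2, a secreted repellent cue, had a log2 fold change of -0.43 (SE 0.12, n = 4 per genotype, adjusted p = 0.311 from limma), and its knockout arrays overlapped the control arrays. Its paralog Slit3 had 0.49 (SE 0.12, adjusted p = 0.239), with all knockout arrays above the control arrays. For Epha7, an ephrin receptor, the probe set listed in Table S1 had a log2 fold change of -0.39 (SE 0.08, adjusted p = 0.241 over all probe sets), whereas the probe set that represented the gene had -0.06 (SE 0.10, adjusted p = 0.842). Of 35 measured axon guidance genes, 22 had higher and 13 lower values. None passed the limma test over all genes (4 at an unadjusted p under 0.05), and Slit3 was the 1 gene higher when adjusted over the list alone. Camera gave an adjusted p = 0.612 for the list. By the methods' test with correction over the probe sets past the fold, the listed probe set of Epha7 passed and that of Slit2 did not. Neither passed that test with correction over all probe sets. Limma called Slit2 with the labelled sex, which is partly confounded with genotype, as a covariate. In these cerebella the choroid plexus list had a median of -0.60.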

The GO analyses also indicated subtle expression changes of other synaptic genes, such as downregulation of the axon guidance receptor, EPH receptor A7 (*Epha7*), and the cue, slit homolog 2 (*Drosophila*) (*Slit2*). Furthermore, categories within biological processes indicated decreased expression of calcium-dependent synaptic protocadherin beta cluster genes (*Pcdhb22*, *Pcdhb16*, *Pcdhb17*). 

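Within the protocadherin beta cluster, whose products mediate contacts between neurons, values were lower in P7 Cstb−/− cerebella for a few members and near 0 for most. Pcdhb17 had a log2 fold change of -0.56 (SE 0.11, n = 4 per genotype, adjusted p = 0.150 from limma), Pcdhb16 had -0.48 (SE 0.12, adjusted p = 0.247) and Pcdhb22 had -0.43 (SE 0.10, adjusted p = 0.246). In each of these 3 genes all knockout arrays lay below all control arrays. None passed the test over all genes, and 6 of the cluster had an unadjusted p under 0.05. The methods' test called all 3 with correction over the probe sets past the fold, and none of them with correction over all probe sets. Limma with the labelled sex, which is partly confounded with genotype, as a covariate called all 3. Of the 21 measured members, 13 had lower and 8 higher values, with a median of -0.02, and 5 were lower when adjusted over the list alone, the other two being Pcdhb3 (-0.54) and Pcdhb21 (-0.47), named after their values were seen. Camera called the list towards lower values (adjusted p = 0.00889), and the call was lost with an adjusted p = 0.215 with an estimated correlation. The same comparison gave a median of -0.60 for choroid plexus genes. When these genes were a covariate, chosen after seeing the data, camera did not call the protocadherin list. Its mean was -0.14 without the covariate (SE 0.04) and -0.14 with it (SE 0.09).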

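Genes of presynaptic vesicle release had slightly higher values in P7 Cstb−/− cerebella. Of 22 measured genes, 20 had higher values, none passed the limma test over all genes (10 at an unadjusted p under 0.05), and 5 were higher when adjusted over the list alone. Vamp1, a vesicle SNARE protein, had a log2 fold change of 0.32 (SE 0.09, n = 4 per genotype, adjusted p = 0.311), and Rab3a, a GTPase of synaptic vesicles, had 0.31 (SE 0.09, adjusted p = 0.316). In both, all knockout arrays lay above the control arrays. Camera called the list (adjusted p = 1.45e-06), and its adjusted p = 0.115 with an estimated correlation. Genes of glutamate receptors and synapses had higher values in 17 of 21 measured members (camera adjusted p = 0.0273; adjusted p = 0.364 with an estimated correlation), among them the vesicular glutamate transporter Slc17a7 with 0.46 (SE 0.15, adjusted p = 0.379). For Slc17a7, control array 3 lay at -0.49 and the other control arrays between 0.08 and 0.24. None of the 21 passed the limma test over all genes, nor when adjusted over the list alone, and 3 had an unadjusted p under 0.05. With the choroid plexus genes of each array as a covariate, chosen after seeing the data, neither list was called. The mean of the presynaptic list went from 0.18 (SE 0.03) to 0.09 (SE 0.05) and that of the glutamate list from 0.10 (SE 0.05) to -0.03 (SE 0.08), with a covariate that had r = -0.85 with the genotype. The choroid plexus genes had a median of -0.60.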

In GO classification of cellular components, the products of the differentially expressed genes encoded components of ion channel complexes at cell membranes, but also proteins localized to cellular projections and to transport vesicles.

**Table 1:** The GO terms of biological processes, molecular functions and cellular components in P7 *Cstb^−/−^* cerebellum.

**GO ID**	**BIOLOGICAL PROCESS**	**No. genes**	**P-value**
50919	Negative chemotaxis	2	0.0706
10763	Positive regulation of fibroblast migration	2	0.0706
10762	Regulation of fibroblast migration	2	0.0706
21954	Central nervous system neuron development	3	0.0706
22610	Biological adhesion	9	0.0706
21884	Forebrain neuron development	2	0.0706
7155	Cell adhesion	9	0.0706
31290	Retinal ganglion cell axon guidance	2	0.0755
16572	Histone phosphorylation	2	0.0769
42325	Regulation of phosphorylation	8	0.0769
**GO ID**	**MOLECULAR FUNCTION**		
45499	Chemorepellent activity	2	0.0067
16917	GABA receptor activity	2	0.0555
15662	ATPase activity, coupled to transmembrane movement of ions, phosphorylative mechanism	2	0.1391
4175	Endopeptidase activity	4	0.1391
15108	Chloride transmembrane transporter activity	2	0.1391
15399	Primary active transmembrane transporter activity	2	0.1391
4222	Metalloendopeptidase activity	2	0.1391
5254	Chloride channel activity	2	0.1391
**GO ID**	**CELLULAR COMPONENT**		
44297	Cell body	7	0.0279
42995	Cell projection	11	0.0341
30133	Transport vesicle	3	0.0341
71944	Cell periphery	19	0.0341
43005	Neuron projection	8	0.0341
5886	Plasma membrane	19	0.0341
97060	Synaptic membrane	4	0.0478
5657	Replication fork	2	0.0686
43025	Neuronal cell body	5	0.0734
42734	Presynaptic membrane	2	0.0760

### Altered expression of genes involved in cellular biogenesis in Cstb^−/−^ mouse cerebellar granule cells

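Cerebellar granule cells were taken from 5-day-old mice and cultured for 2 days, with cytosine arabinoside added to prevent growth of glia, and their RNA was hybridized to the same type of array. Arrays of 3 Cstb−/− and 4 control cultures were analysed here. The authors' values are RMA log2 signals with the median of each probe set over these arrays set to 0. Knockout was compared with control by limma as for P7, at a fold of 1.3 or more and an adjusted p under 0.01. The replicate numbers of knockout and control cultures do not match, so the arrays were not paired. On 50 probe sets per size given a simulated log2 change, limma recovered 4 of those changed by 0.5, 32 of those changed by 1 and all of those changed by 2 at this threshold. Those rates hold for the simulated data alone.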

To get insight into the gene expression changes in neurons, GO categories of 140 differentially expressed probe sets which correspond to 114 known genes were investigated from *Cstb^−/−^* cerebellar granule cells (Table 2, see also Table S3 in File S1 for complete gene lists within the GO categories). Of these, 128 probe sets were upregulated and 12 downregulated (Table S4 in File S1). 

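In Cstb−/− granule cell cultures, 34 of 44 mitosis genes, 10 of 18 collagen genes and 3 of 14 markers of smooth muscle cells and pericytes rose. Genes of the interferon response were among those that fell most. The largest rise among genes was in Col1a1 (log2 fold change 3.59, SE 0.19, n = 3 knockout and 4 control cultures, adjusted p = 3.64e-05 from limma) and the largest fall among genes was in Usp18, a protease of the interferon response, which fell by 3.03 (SE 0.31, adjusted p = 0.00085; adjusted p = 0.0102 without knockout array 3, with the other 2 knockout arrays at -3.12 and -2.95). Cstb fell by 2.08 (SE 0.09, adjusted p = 1.38e-05). Rtp4 and Irf9, also of the interferon response, fell by 1.66 and 1.03, and the imprinted noncoding RNA Rian fell by 1.33. Without 1 array, these 3 calls were each lost in some fits: Rtp4 without knockout array 1 or 3 (adjusted p 0.0138 and 0.0163), Rian without control array 5, 7 or 8 (adjusted p from 0.0134 to 0.0167), and Irf9 in 6 of 7 fits, all but that without control array 4 (adjusted p from 0.0173 to 0.0569). Of 23 measured interferon response genes, 3 fell, 1 rose (Ifit2, 0.61, not past without knockout array 1 or control array 7 or 8, adjusted p from 0.0101 to 0.0145) and 10 were lower when adjusted over the list alone (camera adjusted p = 2.73e-07; adjusted p = 0.229 with an estimated correlation). In all, 1144 probe sets of 781 genes changed, 933 higher and 211 lower, while 8295 probe sets passed the fold alone and 7754 passed it with an unadjusted p under 0.05. The count depended on single cultures: it was 371 and 320 without knockout arrays 1 and 3, 454, 343 and 302 without control arrays 5, 7 and 8, and 2685 without knockout array 2. It was 24 without control arrays 7 and 8, an alternative chosen after seeing the data.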

Biological processes comprised a number of upregulated genes involved in cell cycle, division and growth, e.g. cell division cycle protein 20 homolog (*Cdc20*) and its post-translational modifier, mitotic checkpoint serine/threonine-protein kinase (*Bub1*). 

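Genes of mitosis and of DNA replication rose together in Cstb−/− granule cell cultures. Of 44 measured mitosis genes, 34 rose and none fell (35 higher when adjusted over the list alone), with a median log2 fold change of 1.45. Cdc20, an activator of the anaphase-promoting complex, rose by 1.59 (SE 0.15, n = 3 knockout and 4 control cultures, adjusted p = 0.00049 from limma), and Bub1, a kinase of the spindle checkpoint, rose by 2.07 (SE 0.15, adjusted p = 0.000117). Nusap1 and Ccnb2, a spindle protein and a mitotic cyclin, rose by 2.35 and 2.34. Camera called the mitosis list (adjusted p = 1.46e-24) and kept the call with an estimated correlation (adjusted p = 0.0319 with an estimated correlation). Of 28 S phase genes, 19 rose and none fell (20 higher when adjusted over the list alone), among them Rfc4 (1.44, SE 0.20) and Pola1 (1.29, SE 0.17), both of DNA synthesis. Camera gave an adjusted p = 5.29e-12, and an adjusted p = 0.0994 with an estimated correlation. Of 17 genes of granule cell precursors, 3 rose, Cxcr4 (1.44, SE 0.19), Ccnd2 (0.83) and Gli2 (0.67, named after its value was seen), and 4 were higher when adjusted over the list alone (camera adjusted p = 0.107). Rfc4 and Pola1 did not pass without any one of knockout arrays 1 and 3 and control arrays 5, 7 and 8 (adjusted p from 0.011 to 0.0288), nor Ccnd2 without knockout array 1 or 3 or control array 5 or 8 (adjusted p from 0.0102 to 0.0143), nor Cxcr4 without knockout array 1 or control array 5, 7 or 8 (adjusted p from 0.0145 to 0.02). The fibroblast list had a median of 0.81 in the same cultures.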

Differentially expressed genes linked to cellular architecture, such as genes of kinesin-like protein family (*Kif2c*, *Kif8a*, *Kif22*, *Kif11*) were also detected. 

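The kinesins that rose in Cstb−/− granule cell cultures are known as motors of the mitotic spindle and chromosomes. Kif11 rose by 1.68 (SE 0.15, n = 3 knockout and 4 control cultures, adjusted p = 0.000432 from limma), Kif22 by 1.09 (SE 0.07, adjusted p = 8.70e-05) and Kif18a by 0.58 (SE 0.07, adjusted p = 0.002). Kif18a did not pass without knockout array 3 (adjusted p = 0.0152) or control array 8 (adjusted p = 0.0114). Kif2c rose on the probe set listed in Table S4 by 1.53 (SE 0.08, adjusted p = 6.16e-05 over all probe sets), whereas the probe set that represented the gene had -0.23 (SE 0.08, adjusted p = 0.102). By limma, none of 13 kinesins of axonal transport rose or fell, over all genes or when adjusted over the list alone. Kif5b had -0.62 (SE 0.25, adjusted p = 0.128) and Kif21a had -0.30 (SE 0.12, adjusted p = 0.128). For Kif5b, knockout array 1 lay at -1.39 and knockout arrays 2 and 3 at -0.21 and -0.28. Of these 13 genes, 2 had an unadjusted p under 0.05. Camera gave an adjusted p = 0.638 for the axonal transport list.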

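Many genes of connective tissue rose in Cstb−/− granule cell cultures, collagens most of all. Of 18 measured collagen genes, 10 rose and none fell (10 higher when adjusted over the list alone; camera adjusted p = 8.30e-09, and adjusted p = 0.0666 with an estimated correlation). Col1a2 rose by 3.41 (SE 0.10, n = 3 knockout and 4 control cultures, adjusted p = 3.99e-06 from limma), Col3a1 by 3.49 (SE 0.17), Col6a3 by 1.92 (SE 0.14) and Col4a2 by 1.77 (SE 0.11). Of the CCN family of matricellular growth regulators, Ccn2 (Ctgf) rose by 3.01 (SE 0.13, adjusted p = 1.38e-05) and Ccn1 (Cyr61) by 1.77 (SE 0.20, adjusted p = 0.00136). Ccn4 (Wisp1) rose on the probe set listed in Table S4 by 0.89 and had 0.77 on the probe set that represented it (adjusted p = 0.0172). The other three of the 6 members had values between -0.21 and -0.06, and camera did not call the family (adjusted p = 0.147). Of 9 annexin genes, 4 rose, among them Anxa2 (1.32, SE 0.08) and Anxa5 (1.13, SE 0.07), and 5 were higher when adjusted over the list alone (camera adjusted p = 0.00265; adjusted p = 0.0994 with an estimated correlation). Anxa1 rose by 2.61 on the probe set listed in Table S4 (adjusted p = 2.86e-05 over all probe sets) and had -0.27 on the probe set that represented it. Of 11 serpin and TIMP protease inhibitors, 5 rose and 7 were higher when adjusted over the list alone (camera adjusted p = 5.31e-06; adjusted p = 0.153 with an estimated correlation). Timp3 rose by 1.93 (SE 0.13) and the collagen chaperone Serpinh1 by 1.42 (SE 0.14). Of 28 markers of meningeal fibroblasts, some of them also on the collagen list, 15 rose and 18 were higher when adjusted over the list alone (camera adjusted p = 2.64e-11; adjusted p = 0.0666 with an estimated correlation). 

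**Figure D2:**
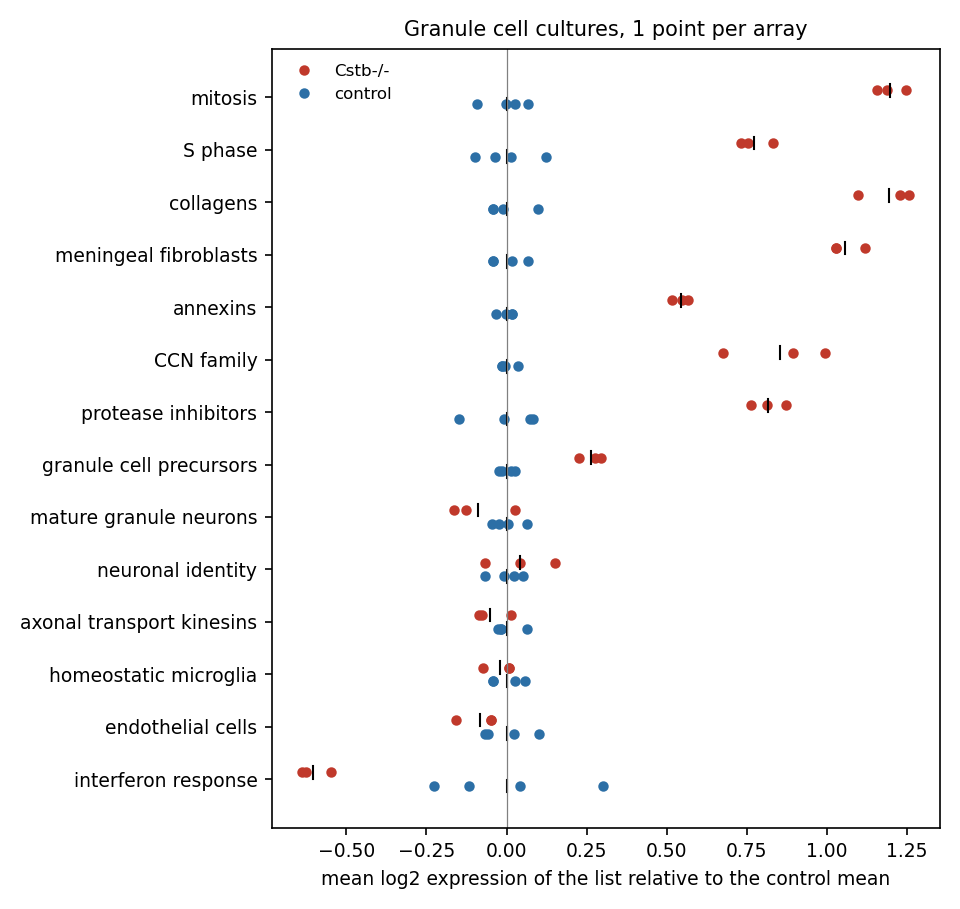
Mean log2 expression of the genes of each list on each granule cell array, relative to the mean of the control arrays (horizontal axis, log2); red points are the 3 Cstb−/− arrays, blue points the 4 control arrays, and black ticks the group means. The mean difference was 1.20 for the mitosis list, 1.20 for the collagens and -0.08 for the endothelial cells.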

Categories of molecular function further indicated an increased expression of growth factors of the CCN family proteins (*Cyr61*/*CCN1*, *Ctgf*/*CCN2*, *Wisp1*/*CCN4*), calcium-dependent annexins (*Anxa1*, *Anxa2*, *Anxa5*) and protease inhibitors (*Timp3*, *Serpine1*, *Serpinh1*), as well as upregulation of several collagen type genes (*Col1a2*, *Col3a1*, *Col4a2*, *Col6a3*). 

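Among the largest rises in Cstb−/− granule cell cultures were genes of the contractile cytoskeleton and of the extracellular matrix. Myl9 and Tagln, an actomyosin light chain and an actin-binding protein of smooth muscle, rose by 2.44 (SE 0.15, n = 3 knockout and 4 control cultures, adjusted p = 6.41e-05 from limma) and by 2.39 (SE 0.09, adjusted p = 9.53e-06). Lox, which crosslinks collagen, rose by 2.33 (SE 0.11, adjusted p = 1.54e-05), and Pcolce, which aids procollagen processing, by 2.26 (SE 0.13, adjusted p = 4.83e-05). Of 14 markers of smooth muscle cells and pericytes, 3 rose and 4 were higher when adjusted over the list alone (camera adjusted p = 0.00525; adjusted p = 0.219 with an estimated correlation). None of 17 neuronal identity genes passed the limma test over all genes or when adjusted over the list alone (4 at an unadjusted p under 0.05). Mapt, a microtubule protein of axons, had -0.64 (SE 0.13, adjusted p = 0.0171) and Map2, of dendrites, had 0.73 (SE 0.22, adjusted p = 0.0658).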

In concordance with the gene function, protein products of majority of the differentially expressed genes localized into nucleus, although gene products associated with cytoskeleton and extracellular matrix were also revealed.

**Table 2:** The GO terms of biological processes, molecular functions and cellular components in P5+2 DIV *Cstb^−/−^* cerebellar granule cells.

**GO ID**	**BIOLOGICAL PROCESS**	**No. genes**	**P-value**
51301	Cell division	23	7.85e-13
7049	Cell cycle	33	1.52e-12
278	Mitotic cell cycle	24	1.65e-12
280	Nuclear division	19	3.64e-12
7067	Mitosis	19	3.64e-12
87	M phase of mitotic cell cycle	19	4.37e-12
48285	Organelle fission	19	8.41e-12
22402	Cell cycle process	26	5.43e-11
22403	Cell cycle phase	23	8.04e-11
279	M phase	19	1.36e-09
**GO ID**	**MOLECULAR FUNCTION**		
5515	Protein binding	62	4.16e-06
5488	Binding	83	2.33e-05
19899	Enzyme binding	20	0.0003
61134	Peptidase regulator activity 3	8	0.0003
4857	Enzyme inhibitor activity	9	0.0005
5539	Glycosaminoglycan binding	7	0.0005
19838	Growth factor binding	6	0.0007
97367	Carbohydrate derivative binding	7	0.0008
5178	Integrin binding	5	0.0008
4866	Endopeptidase inhibitor activity	6	0.0014
**GO ID**	**CELLULAR COMPONENT**		
43232	Intracellular non-membrane-bounded organelle	45	5.62e-09
43228	Non-membrane-bounded organelle	45	5.62e-09
5819	Spindle	12	8.37e-09
780	Condensed nuclear chromosome, centromeric region	6	9.52e-09
31012	Extracellular matrix	15	2.22e-07
5578	Proteinaceous extracellular matrix	14	3.40e-07
44420	Extracellular matrix part	11	3.71e-07
779	Condensed chromosome, centromeric region	6	5.23e-07
778	Condensed nuclear chromosome kinetochore	4	7.38e-07
5581	Collagen	8	7.38e-07

### Altered expression of immune and defense system genes in Cstb^−/−^ mouse cerebellum at postnatal day 30

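RNA of cerebella from 30-day-old mice was hybridized to the same arrays, and 3 Cstb−/− and 3 control arrays were analysed. The values are RMA log2 signals with the median of each probe set over these 6 arrays set to 0, and knockout was compared with control by limma at a fold of 1.3 or more and an adjusted p under 0.05. With 3 arrays per genotype, an exact permutation test cannot give a p under 0.1, so the adjusted p values rest on limma's pooled variance. On 50 probe sets per size given a simulated log2 change, limma recovered 20 of those changed by 0.5, 43 of those changed by 1 and all of those changed by 2. Such rates hold for the simulated data alone. The replicate numbers did not pair knockout with control mice: correlations of the deviations of same-numbered arrays across probe sets lay between -0.18 and -0.03.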

In P30 cerebella, a total of 82 probe sets corresponding to 67 known genes showed altered expression in *Cstb^−/−^* mice. Of these the majority, 77 probe sets were upregulated, and only five probe sets were downregulated (Table S5 in File S1). 

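In P30 Cstb−/− cerebella, 62 of the 65 changed probe sets were higher, and they covered genes of microglia, astrocytes and antigen presentation. The largest rise was in Cxcl13, a chemokine that attracts B cells, with a log2 fold change of 5.70 (SE 0.21, n = 3 per genotype, adjusted p = 1.25e-05 from limma). Tyrobp, an adaptor of microglial receptors, rose by 2.20 (SE 0.10), Lpl, a lipase induced in activated microglia, by 1.96 (SE 0.11), and Mpeg1, a macrophage perforin, by 1.93 (SE 0.09). Clec7a, a receptor for fungal glucans, rose by 1.90 (SE 0.15). The 3 probe sets that fell were both of Cstb, which fell by 2.70 (SE 0.06, adjusted p = 4.43e-07), and one of Ryr3, a calcium release channel named here after its value was seen, which fell by 0.63 (SE 0.07, adjusted p = 0.0133 over all probe sets). The 65 probe sets were of 46 named genes, while 624 passed the fold alone and 524 passed it with an unadjusted p under 0.05. The count was 29 without knockout array 1 or control array 1, 33 without control array 2 and 37 without knockout array 3. It was 226 with array weights.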

Functionally related genes belonging to over-represented GO categories are outlined in Table 3 (see also Table S6 in File S1 for complete gene lists within the GO categories). 

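Of the 42 gene lists, 18 were called by camera in P30 Cstb−/− cerebella, 16 towards higher and 2 towards lower values. Astrocyte genes were higher as well as microglial ones: of 18 reactive astrocyte genes, 3 rose (7 higher when adjusted over the list alone), among them the matrix receptor Cd44 by 1.46 (SE 0.10, n = 3 per genotype, adjusted p = 0.000448 from limma) and Osmr, a cytokine receptor named after its value was seen, by 0.99. Of 21 genes of astrocytes and Bergmann glia, Gfap rose and 9 were higher when adjusted over the list alone. These lists kept their camera calls with an estimated correlation (adjusted p = 0.0455 for both, with an estimated correlation), as did activated microglia (adjusted p = 0.0209 with an estimated correlation). The other 15 lists lost them. Choroid plexus and ependyma genes had lower values in 13 of 15 members, none past the limma test over all genes or when adjusted over the list alone, and 1 at an unadjusted p under 0.05 (camera adjusted p = 0.00443; adjusted p = 0.646 with an estimated correlation). The transthyretin gene Ttr lay between -6.19 and 0.58 in the 3 knockout arrays.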

According to biological processes and molecular function, some of the gene expression patterns predicted changes that were proapoptotic, while others seemed to predict cell survival. 

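Apoptosis genes showed small differences in P30 Cstb−/− cerebella, and none passed the limma test over all genes (1 proapoptotic and 1 antiapoptotic gene at an unadjusted p under 0.05). Of 20 measured proapoptotic genes, 15 had higher values and 1 was higher when adjusted over the list alone, Apaf1, which forms the apoptosome, with a log2 fold change of 0.32 (SE 0.07, n = 3 per genotype, adjusted p = 0.257). Casp1, the protease that activates interleukin 1, had 0.21 (SE 0.09, adjusted p = 0.655). Camera called the list (adjusted p = 0.00478), and its adjusted p = 0.167 with an estimated correlation. Of 13 antiapoptotic genes, 7 had higher and 6 lower values, none past the test when adjusted over the list alone (camera adjusted p = 0.648). Birc3, an inhibitor of apoptosis, had 0.22 (SE 0.09, adjusted p = 0.607), and Bcl2l1, which encodes Bcl-xL, had 0.12 (SE 0.09, adjusted p = 0.800).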

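Genes of antigen presentation and of Fc receptors mostly had higher values in P30 Cstb−/− cerebella, but few passed the limma test over all genes. B2m, the light chain of MHC class I, rose by 1.21 on the log2 scale (SE 0.08, n = 3 per genotype, adjusted p = 0.000327 from limma). It was the 1 of 15 measured MHC class I genes that passed over all genes. All 15 had higher values and 6 were higher when adjusted over the list alone (camera adjusted p = 3.92e-11, and adjusted p = 0.115 with an estimated correlation). The probe set listed in Table S5 for the class I gene H2-K1 rose by 0.70 (SE 0.10, adjusted p = 0.0414 from limma over all probe sets). Of 9 MHC class II genes, 8 had higher values, none passed over all genes (3 at an unadjusted p under 0.05) and 2 were higher when adjusted over the list alone; Cd74, the invariant chain, had 0.57 (SE 0.09, adjusted p = 0.0523), and camera gave an adjusted p = 0.000237 and, with an estimated correlation, an adjusted p = 0.249. Of 7 Fc receptor genes, 2 rose and 3 were higher when adjusted over the list alone (camera adjusted p = 0.00104, and adjusted p = 0.109 with an estimated correlation). Their median log2 fold change was 0.04. Of 19 oxidative stress response genes, none passed the limma test over all genes (3 at an unadjusted p under 0.05) and 1 was higher when adjusted over the list alone (camera adjusted p = 0.143).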

Most of the upregulated genes were present in complement pathway and were related to immune and defense response, antigen processing and presentation, cellular stress, cytokine biosynthesis, cell-to-cell signaling and immune cell trafficking, as well as to receptor activity through polysaccharide-, lipid-, immunoglobulin- or protein complex binding. 

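The C1q genes of complement, the Fc receptor genes Fcgr3 and Fcer1g, and the surface antigen genes Cd52 and Cd14 rose in P30 Cstb−/− cerebella. C1qa, C1qb and C1qc, which encode the 3 chains of the first component of complement, rose by 1.83 (SE 0.12, n = 3 per genotype), 2.06 (SE 0.17) and 1.76 (SE 0.08) on the log2 scale, with adjusted p = 0.000327, 0.00107 and 3.71e-05 from limma. The receptor gene C3ar1 rose on both probe sets listed in Table S5, by 0.88 and 0.63 (adjusted p = 0.015 and 0.048 over all probe sets), and had 0.29 on the probe set that represented it (adjusted p = 0.560). The probe set that Table S5 lists for C4b rose by 1.16 (SE 0.07, adjusted p = 0.000297 over all probe sets), but is shared with C4a in the annotation used, so that C4b is not in the count that follows. Of 18 complement genes 4 rose, the fourth being the integrin Itgb2 (1.02, named after its value was seen), and 4 were higher when adjusted over the list alone (camera adjusted p = 8.52e-05; adjusted p = 0.0907 with an estimated correlation). Gfap, the intermediate filament of astrocytes, rose by 2.15 (SE 0.09, adjusted p = 1.60e-05), and the chemokine Ccl6 by 1.11 (SE 0.12, adjusted p = 0.0101). Fcgr3 rose by 1.20 (SE 0.17, adjusted p = 0.0349) and Fcer1g by 1.00 (SE 0.09, adjusted p = 0.00254). Cd52 and Cd14 rose by 2.08 (SE 0.13) and 1.41 (SE 0.19), whereas Cd48 had 0.38 (SE 0.07, adjusted p = 0.139) and did not pass. Without 1 array, Ccl6 lost its call in 4 of 6 fits (knockout array 1 or 3, control array 1 or 3; adjusted p from 0.0544 to 0.0769), Cd14 in all but the fit without knockout array 2 (adjusted p from 0.0522 to 0.174), and Fcgr3 in 4 (knockout array 1 or 3, control array 2 or 3; adjusted p from 0.106 to 0.179). 

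**Figure D3:**
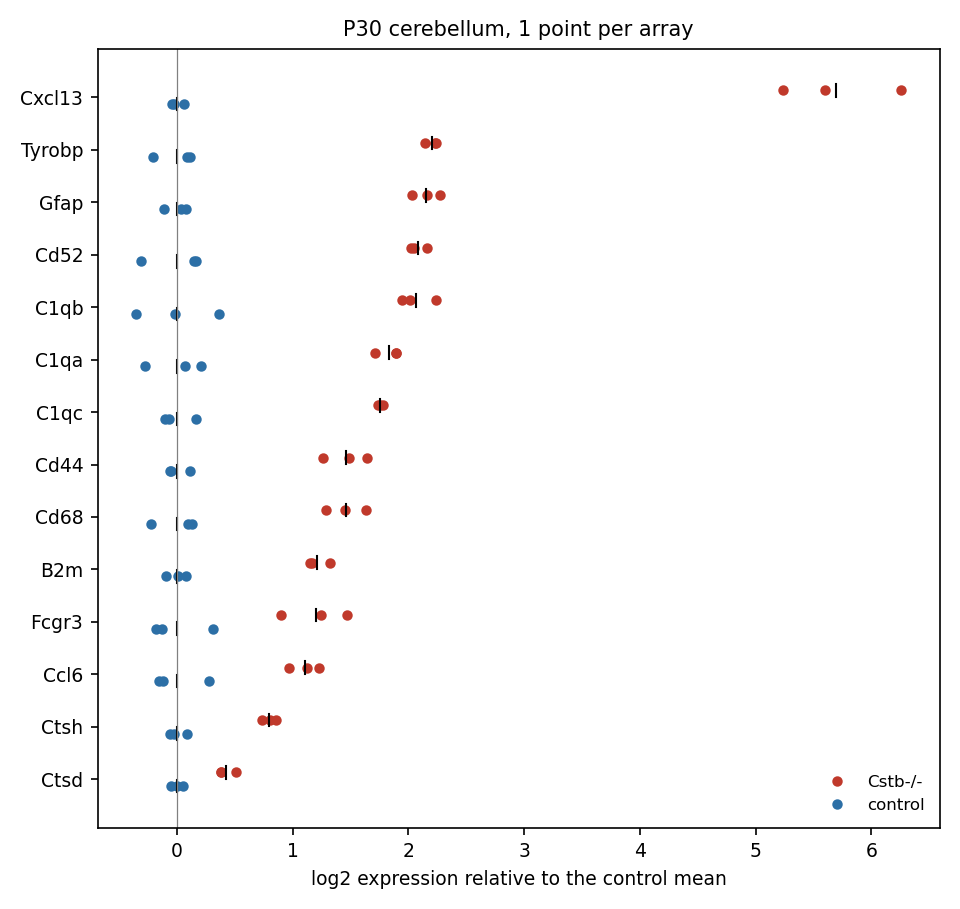
Log2 expression of genes named for the P30 cerebellum on each array, relative to the mean of the control arrays (horizontal axis, log2); red points are the 3 Cstb−/− arrays, blue points the 3 control arrays, and black ticks the group means. Cxcl13 lies between 5.24 and 6.26 in the knockout arrays, and every gene shown is higher in each knockout array than in each control array.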

Examples of such genes are complement components and their receptors (*C1qa*, *C1qb*, *C1qc*, *C4b*, *C3ar1*), MHC class 1 molecule, β2-microglobulin (*B2m*), glial fibrillary acidic protein (*Gfap*), chemokine ligands (*Cxcl13*, *Ccl6*), immunoglobulin receptors (*Fcgr3*, *Fcer1g*), and cluster of differentiation antigens (*CD14*, *CD44*, *CD48*, *CD52*). Several proteins coded by the dysregulated genes resided in the integral part of the plasma membrane or were extracellular, while some of the upregulated gene products were prominent to lytic vacuoles, such as hexosaminidase B (*Hexb*), cathepsin D (*Ctsd*), cathepsin H (*Ctsh*), CD68 antigen (*Cd68*), and glucuronidase beta (*Gusb*).

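Lysosomal genes that rose in P30 Cstb−/− cerebella were mostly cathepsins and a marker of phagocytes. Cd68, a lysosomal glycoprotein of macrophages and microglia, rose by 1.46 (SE 0.12, n = 3 per genotype, adjusted p = 0.00115 from limma), and the protease Ctsh by 0.80 (SE 0.07, adjusted p = 0.00254). Ctsc and Ctss, both cathepsins of immune cells, rose by 1.34 (SE 0.19, adjusted p = 0.0363) and 1.32 (SE 0.15, adjusted p = 0.0116). Ctsd had 0.43 (SE 0.07, adjusted p = 0.0747) and did not pass. Gusb rose by 0.86 on the probe set listed in Table S5 (adjusted p = 0.00188 over all probe sets) and had 0.56 on the probe set that represented it (adjusted p = 0.064). Of 40 measured lysosomal genes, 4 rose and 10 were higher when adjusted over the list alone (camera adjusted p = 4.87e-10; adjusted p = 0.167 with an estimated correlation). Of 14 cathepsins, 3 rose and 7 were higher when adjusted over the list alone (camera adjusted p = 7.14e-09; adjusted p = 0.108 with an estimated correlation). Ctsc lost its call without any one array but control array 3 (adjusted p from 0.107 to 0.21), and Ctss without knockout array 1 or any control array (adjusted p from 0.0506 to 0.0659).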

**Table 3:** The GO terms of biological processes, molecular functions and cellular components in P30 *Cstb^−/−^* cerebellum.

**GO ID**	**BIOLOGICAL PROCESS**	**No. genes**	**P-value**
2376	Immune system process	28	2.72e-12
6955	Immune response	21	5.63e-12
2250	Adaptive immune response	12	3.61e-10
6952	Defense response	20	3.61e-10
50896	Response to stimulus	48	3.61e-10
2460	Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin	11	2.97e-09
2684	Positive regulation of immune system process	15	5.23e-09
50778	Positive regulation of immune response	12	1.98e-08
2449	Lymphocyte mediated immunity	10	1.98e-08
2682	Regulation of immune system process	17	2.30e-08
**GO ID**	**MOLECULAR FUNCTION**		
32403	Protein complex binding	10	7.12e-05
5515	Protein binding	35	0.0009
4872	Receptor activity	12	0.0009
5102	Receptor binding	13	0.0010
4888	Transmembrane signaling receptor activity	10	0.0010
19864	IgG binding	2	0.0011
38023	Signaling receptor activity	10	0.0011
19763	Immunoglobulin receptor activity	2	0.0011
5178	Integrin binding	4	0.0011
5025	Transforming growth factor beta receptor activity, type I	2	0.0011
**GO ID**	**CELLULAR COMPONENT**		
9986	Cell surface	15	7.03e-08
44425	Membrane part	38	7.31e-06
9897	External side of plasma membrane	9	7.92e-06
44421	Extracellular region part	16	7.92e-06
44459	Plasma membrane part	18	1.45e-05
31224	Intrinsic to membrane	34	1.90e-05
5615	Extracellular space	13	2.46e-05
16020	Membrane	43	2.53e-05
5886	Plasma membrane	28	3.31e-05
71944	Cell periphery	28	5.23e-05

### Validation of gene expression changes by real-time quantitative PCR

As gene expression profiling from P7 *Cstb^−/−^* cerebellum implied changes in neuronal functions that could be related to the hyperexcitability and the motor symptoms characteristic for EPM1, the altered GABAergic signaling pathway was selected for further characterization. The differential expression of *Gabra6* and *Gabrd* observed in P7 *Cstb^−/−^* cerebellum was first validated by qPCR. Concordant with the microarray data, increase in expression of *Gabrd* (FC = 1.70±0.2505, p = 0.0144) and *Gabra6* (FC = 1.722±0.2664, p = 0.0174) compared to the control mice was detected (Fig. 1).

**Figure 1:**
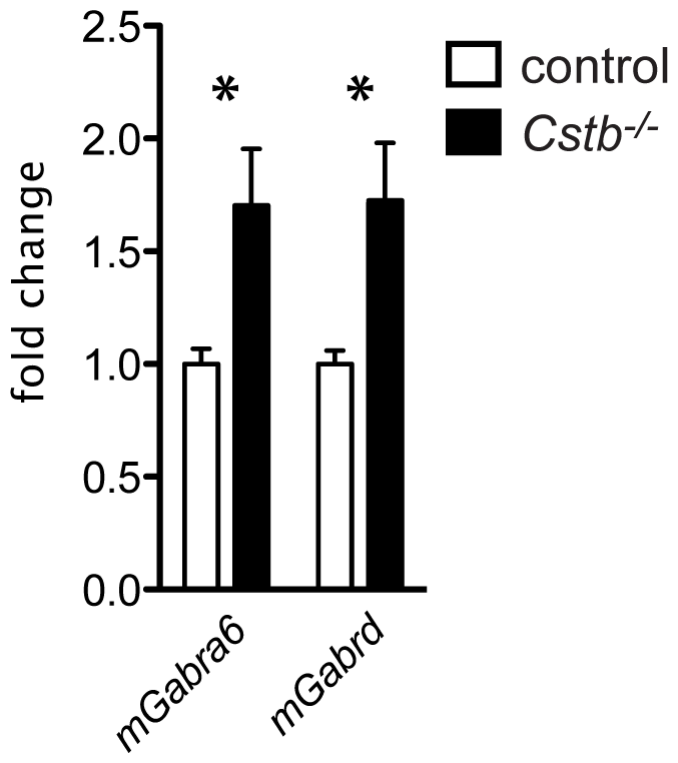
Differential expression of *Gabra6* and *Gabrd*. qPCR shows increased expression of *Gabra6* and *Gabrd* in P7 *Cstb^−/−^* cerebellum compared to the control mice. The data are expressed as a fold change relative to controls ± SE. *, p<0.05.

### Reduced GABAergic inhibition in Cstb^−/−^ cerebellum

Next, to study the balance between excitation and inhibition in *Cstb^−/−^* mouse cerebellum, the occurrence of spontaneous excitatory and inhibitory post-synaptic currents (EPSCs and IPSCs) was measured in the somatic area of *Cstb^−/−^* and control Purkinje cells, the output neurons from the cerebellar cortex (Fig. 2A). IPSCs could be recorded in seven out of nine control cells, whereas IPSCs were seen only in three out of ten *Cstb^−/−^* cells (p = 0.037; chi-square 4.34, d.f.  = 1) (Fig. 2B). Further, the IPSC frequency in *Cstb^−/−^* cells was lower than in control cells although this did not reach statistical significance (0.238±0.125 Hz for control vs. 0.054±0.0204 Hz for *Cstb^−/−^*, p = 0.397). Moreover, bursts of synchronous IPSCs seen in five out of nine control cells, were not observed in any of the ten *Cstb^−/−^* cells analyzed (p = 0.006; chi-square 7.54, d.f.  = 1) (Fig. 2B). The IPSC amplitude was lower in *Cstb^−/−^* Purkinje cells compared to controls (32.4±0.5 pA for control vs. 17.4±1.86 pA for *Cstb^−/−^*, p = 0.0435). No differences were seen in decay times between the genotypes (17.4±0.32 ms for control vs. 17.02±1.82 ms for *Cstb^−/−^*). EPSCs could be measured from every control and *Cstb^−/−^* cell and their frequency was significantly higher in *Cstb^−/−^* cells (0.189±0.047 Hz for control vs. 0.351±0.052 Hz for *Cstb^−/−^*, p = 0.0034) (Fig. 2C). There were no differences in EPSC amplitudes or decay times between control and *Cstb^−/−^* Purkinje cells (24.37±2.96 pA, 9.81±0.24 ms for control vs. 26.07±2.79 pA, 10.21±0.51 ms for *Cstb^−/−^*).

**Figure 2:**
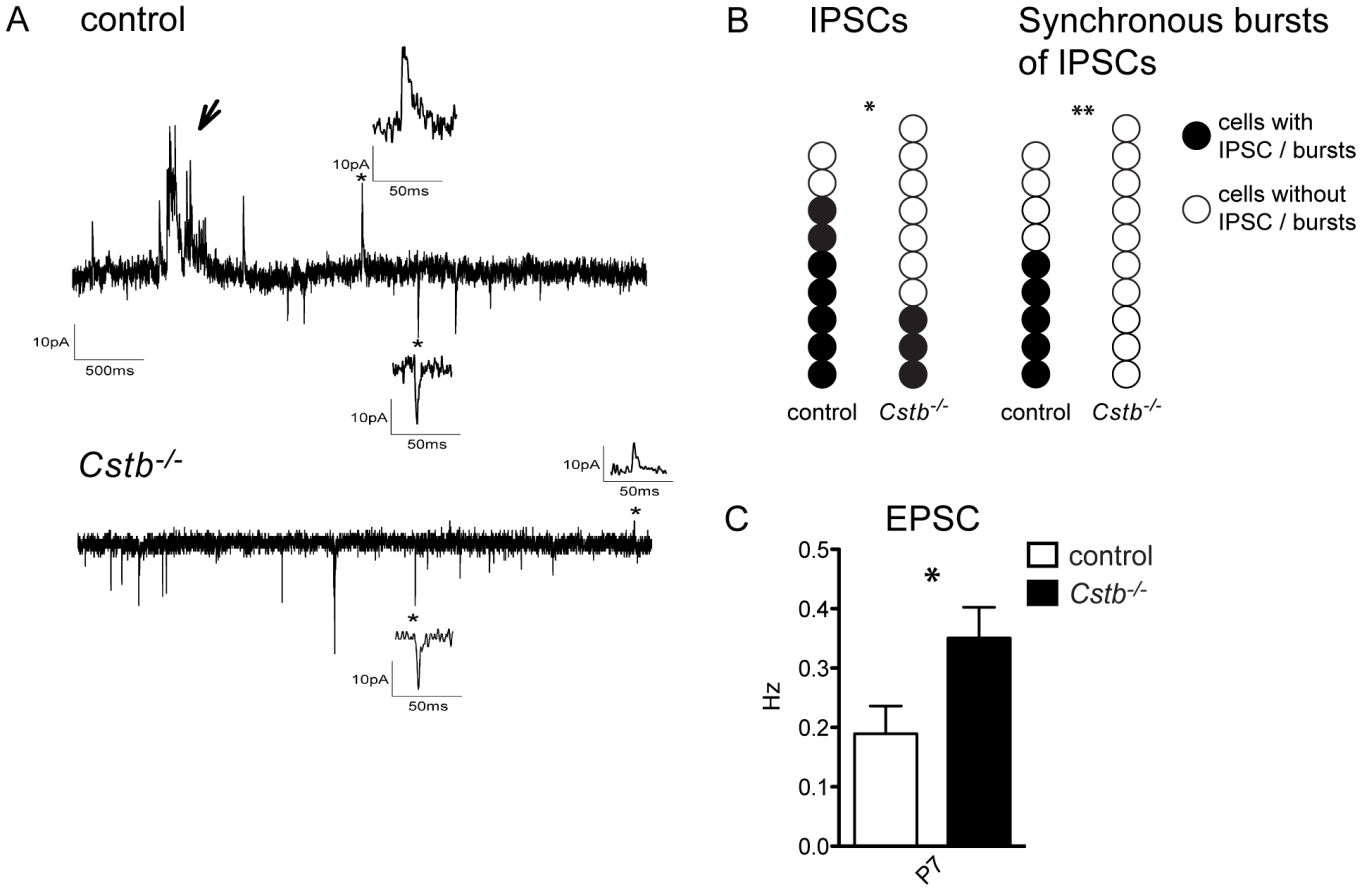
Spontaneous postsynaptic currents in Purkinje cells. **(A)** Representative traces of spontaneous EPSCs and IPSCs in control and *Cstb^−/−^* Purkinje cells. EPSCs are seen as inward currents (downward deflections) and IPSCs are seen as outward currents (upward deflections). Insets show single IPSCs and EPSCs taken from the time points indicated by asterisks. An arrow indicates a synchronous burst of IPSCs seen in control but not in *Cstb^−/−^* Purkinje cells. **(B)** The occurrence of IPSCs and synchronous burst of IPSCs on control and *Cstb^−/−^* Purkinje cells. Individual cells measured are shown as spheres. **(C)** The frequency of EPSCs was significantly higher in *Cstb^−/−^* cells compared to controls (p = 0.034). The data are expressed as mean frequency (Hz) ± SE. *, p<0.05; **, p<0.01.

### No change in the interneuron number in young Cstb^−/−^ animals

In order to characterize the cellular basis for the imbalance between EPSCs and IPSCs in *Cstb^−/−^* Purkinje cells, the number of inhibitory interneurons in the cerebellar molecular layer was counted. These cells make GABAergic contacts with Purkinje cells. Stereological counting from anti-parvalbumin immunostained (P14) or Nissl-stained sections (P30) showed no significant difference in the number of interneurons in young pre-symptomatic animals (P14: 88 416±5993 for control vs. 70 368±3331 for *Cstb^−/−^*, p = 0.058; P30: 346 848±16 023 for control vs. 335 040±17 406 for *Cstb^−/−^*, p = 0.629). In line with these results, there was no difference between *Cstb^−/−^* and control mice in the amount of GABA-immunopositive cells in cerebellar primary neuron cultures (10.31%±0.88% for control vs. 10.07%±0.46% for *Cstb^−/−^*, p = 0.811).

### Reduced immunopositivity for GABAergic synaptic markers in Cstb^−/−^ mice

Next, *Cstb^−/−^* and control brains were immunolabeled with synaptic markers and the number of immunopositive puncta, corresponding to the number of synaptic terminals, was counted. A significant decrease in the number of puncta positive for synapsin 1, a universal pre-synaptic marker, was observed in P14 and P20 *Cstb^−/−^* cerebellum (Fig. 3A, B). The number of puncta immunoreactive for VGAT, a marker for GABAergic pre-synaptic terminals, was significantly decreased in P14 *Cstb^−/−^* cerebellum (Fig. 3C, D), and gephyrin, a marker for GABAergic post-synaptic terminals, showed decrease in P20 and P30 *Cstb^−/−^* cerebellum (Fig. 3E, F). No differences were seen in GABA_A_ receptor α6 subunit immunopositivity by immunohistochemical or Western blot analyses in P7 or P30 *Cstb^−/−^* cerebellum (data not shown).

**Figure 3:**
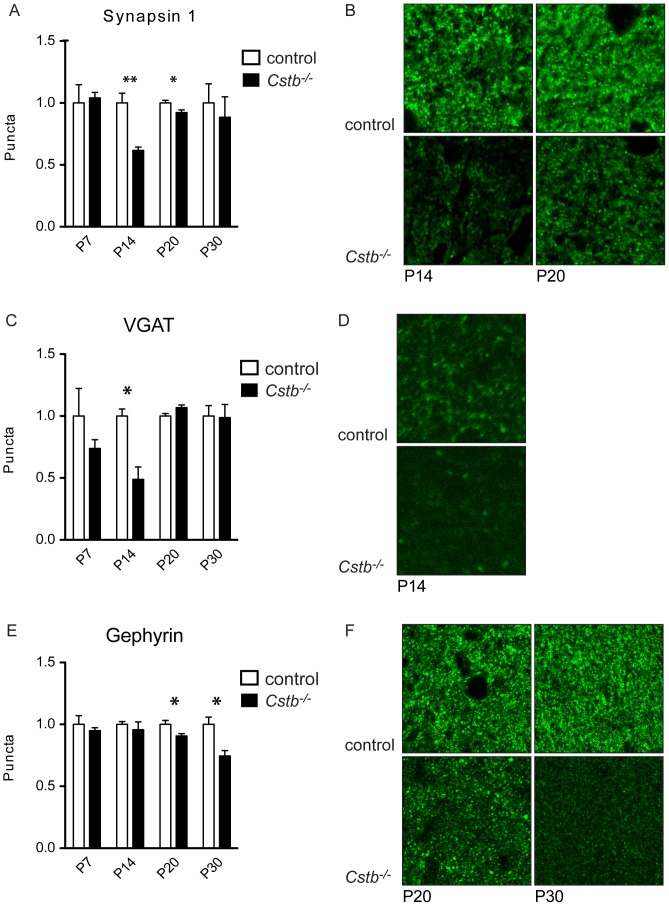
The expression of synapsin 1, VGAT and gephyrin positive synaptic puncta. **(A)** The number of synapsin 1 positive puncta in the molecular layer of *Cstb^−/−^* cerebellum was significantly lower compared to controls at P14 (p = 0.0035) and P20 (p = 0.0447). P7 and P30 animals did not show significant difference. **(B)** Molecular layer of P14 and P20 *Cstb^−/−^* cerebellum shows less synapsin 1 positive puncta compared to control. **(C)** The number of VGAT positive puncta in the molecular layer of *Cstb^−/−^* cerebellum was significantly lower compared to controls at P14 (p = 0.0115). P7, P20 and P30 animals did not show significant difference. **(D)** Molecular layer of P14 *Cstb^−/−^* cerebellum shows less VGAT positive puncta compared to control. **(E)** The number of gephyrin positive puncta in the molecular layer of *Cstb^−/−^* cerebellum was significantly lower compared to controls at P20 (p = 0.0448) and P30 (p = 0.0131). P7 and P14 animals did not show significant difference. **(F)** Molecular layer of P20 and P30 *Cstb^−/−^* cerebellum shows less gephyrin positive puncta compared to control. The data are expressed as mean amount of positive puncta relative to control ± SE. *, p<0.05; **, p<0.01.

Since there was an increase in EPSCs in *Cstb^−/−^* Purkinje cells, excitatory synapses in the cerebellar molecular layer were also counted using markers for vesicular glutamate transporter 1 and 2 (VGLUT1, VGLUT2). No significant differences were detected between *Cstb^−/−^* and control mice, however (data not shown).

### Reduced binding of GABA_A_ receptor ligands to GABA_A_ receptors in Cstb^−/−^ mice

Results from the electrophysiological, interneuron number and immunolabeling studies suggest that the lack of IPSCs in P7 *Cstb^−/−^* cerebellar slices is not due to the reduced number of inhibitory interneurons but alterations in inhibitory synapses *per se*. In order to study this in more detail and to see if the binding of specific ligands to GABA_A_ receptors is affected in *Cstb^−/−^* cerebellum, autoradiography with the GABA_A_ agonist-site ligand [^3^H]muscimol and the benzodiazepine-site ligand [^3^H]Ro15-4513 was performed in P7 and P30 *Cstb^−/−^* and control mice. The autoradiography experiments revealed a slight but significant decrease in [^3^H]muscimol binding (70.22±0.377 nCi/mg for control vs. 53.30±5.051 nCi/mg for *Cstb^−/−^*, p = 0.037) in P30 *Cstb^−/−^* mouse cerebellum (Fig. 4A, C), but not in [^3^H]Ro15-4513 binding (Fig. 4B, D). When [^3^H]Ro15-4513 was incubated together with diazepam at the concentration that blocks the benzodiazepine-sites of all other GABA_A_ receptor subtypes except the α6 subunit-containing ones in the cerebellum, there was a decreased in [^3^H]Ro15-4513 binding to the remaining α6 subunit-containing GABA_A_ receptors (17.01±0.485 nCi/mg for control vs. 14.24±0.409 nCi/mg for *Cstb^−/−^*, p = 0.012) (Fig. 4B, E).

**Figure 4:**
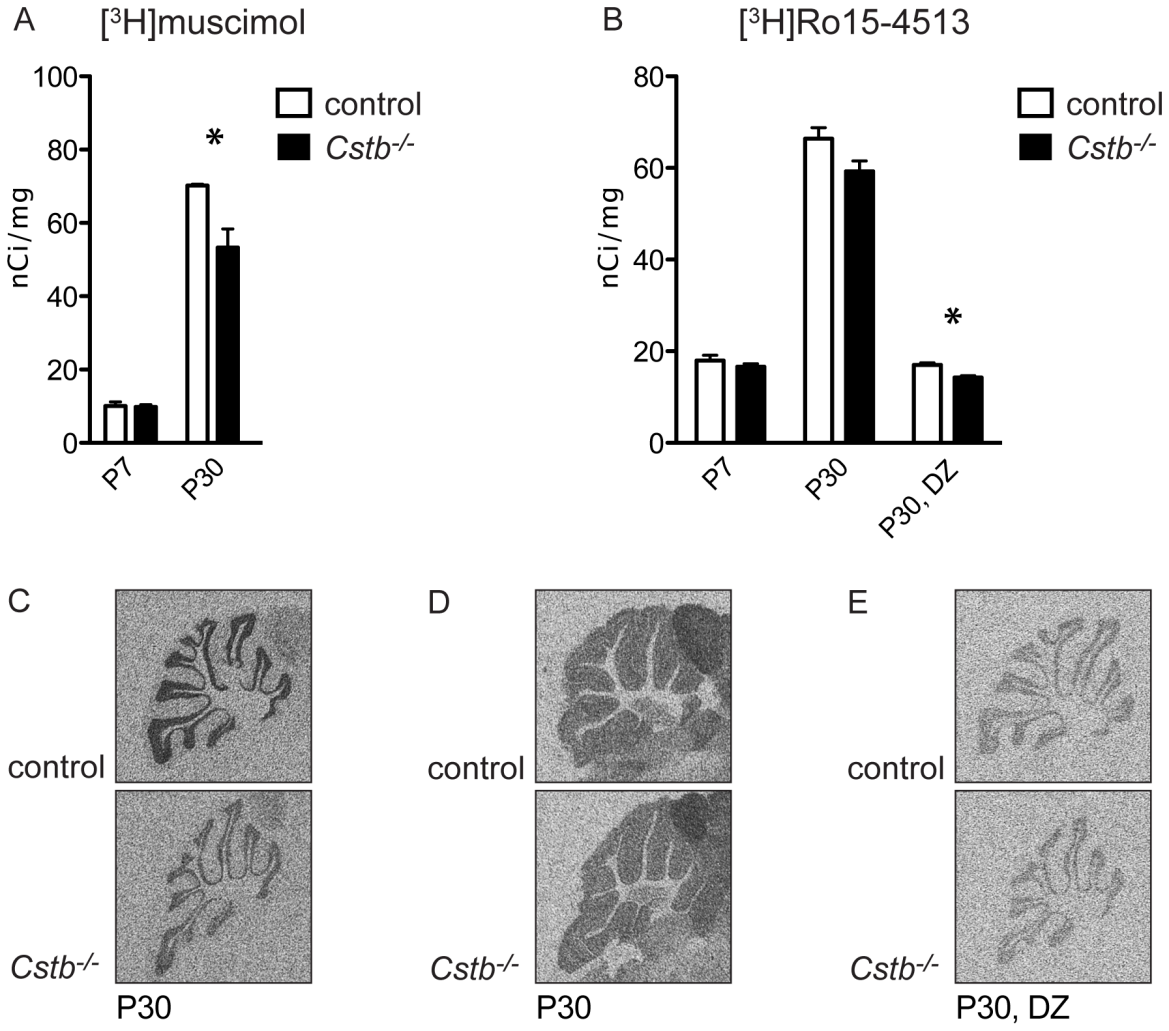
Autoradiography of GABA_A_ receptors. **(A)** Binding of [^3^H]muscimol was significantly reduced in P30 *Cstb^−/−^* cerebellum (p = 0.037). No change was seen at P7. **(B)** Binding of [^3^H]Ro15-4513 did not show significant changes at P7 or at P30. However, when diazepam (DZ) was added to reveal the diazepam-insensitive α6 subunit-dependent GABA_A_ receptor subtype, decreased binding for [^3^H]Ro15-4513 (p = 0.012) was seen. The data are expressed as mean radioactivity levels (nCi/mg) ± SE. *, p<0.05. **(C)** Representative images of [^3^H]muscimol binding to P30 *Cstb^−/−^* and control brain. **(D)** Representative images of [^3^H]Ro15-4513 binding to P30 *Cstb^−/−^* and control brain without and **(E)** in presence of diazepam.

## Discussion

This study is based on the hypothesis that the pathogenetic mechanisms of EPM1 are reflected in altered gene expression patterns. To identify molecular defects associated with CSTB deficiency, we used cerebellum as a model which shows striking pathology in *Cstb^−/−^* mice [4], [6], and is also affected in human EPM1 patients [21]. Global gene expression profiling from cerebella and cultured cerebellar granule cells revealed multiple affected biological pathways that could have a role in the pathogenesis of EPM1 not limited to cerebellum.

Several modest changes in gene expression related to synapse maturation, development and function during postnatal maturation of the brain were detected already in P7 *Cstb^−/−^* cerebellum. GABAergic signaling emerged as a pathway that showed most prominent changes manifesting, for example, as overexpression of GABA_A_ receptor subunits *Gabrd* and *Gabra6*. 

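Outside the receptor subunits, genes of GABA synthesis, transport and the inhibitory synapse showed small differences in P7 Cstb−/− cerebella. Slc12a5, the chloride exporter that makes GABA inhibitory in mature neurons, had a log2 fold change of 0.29 (SE 0.11, n = 4 per genotype, adjusted p = 0.444 from limma). Its control array 3 lay at -0.32 and the other control arrays between 0.04 and 0.17, and the genotypes overlapped. Slc12a2, the chloride importer of immature neurons, had -0.23 (SE 0.09, adjusted p = 0.451). Of 15 measured genes of this list, 11 had higher and 4 lower values. None passed over all genes or when adjusted over the list alone (3 at an unadjusted p under 0.05), and camera gave an adjusted p = 0.328. From the higher mRNA of the extrasynaptic α6 and δ subunits, together with its electrophysiological recordings, the paper proposes a compensatory response that dampens excitation of Purkinje cells by granule cells.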

GABA plays a central role in controlling neuronal development and connectivity, and defective GABAergic signaling in the cerebellum of *Cstb^−/−^* mouse provides biological mechanisms for ataxia in these mice [22]. However, when extrapolated to other brain regions affected in EPM1, alterations in GABAergic signaling could also contribute to hyperexcitability, manifested as severe myoclonus and seizures. In the cerebral cortex, alterations in GABA signaling may cause seizures, and *vice versa*, seizures can alter GABA signaling [23], [24]. Many GABA-related mutations are known to cause epilepsy in early life, and for example the analysis of a conditional mutant with disrupted GABA_A_ signaling has implied a developmental period when disrupted GABA signaling may be critical for later ictogenesis and epileptogenesis in addition to having developmental consequences [25].

Another example of a synapse-related gene showing altered expression in *Cstb^−/−^* cerebellum was the downregulated *Epha7* that belongs to the ephrin receptor subfamily of the protein-tyrosine kinases, which through their surface associated ligands, ephrins, play a role in the initiation of new synaptic contacts, in dendritic spine morphology and in modulation of the mature synapses [26]. The target recognition and axon guidance factor *Slit2*, which also showed reduced expression, is known to stimulate axonal elongation and branching, and to modulate neurogenesis in developing brain and may regulate axon-axon adhesion mediated by cadherins [27]-[29]. Moreover, several genes encoding protocadherins were downregulated at P7. Synaptic protocadherins are central molecules in Ca^2+^-regulated cell-adhesion and they are expressed especially during neural development being implicated in synaptic recognition and stabilization [30].

While the microarray data in *Cstb^−/−^* cerebellum at P7 pinpointed defects in processes related to synaptogenesis and synaptic maturation with alterations in the GABAergic signaling highlighted, *Cstb^−/−^* neurons exposed upregulation of several cell cycle-related genes. 

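At P7 the cell cycle genes had lower values in Cstb−/− cerebella, whereas they rose in the cultured granule cells. Of 44 mitosis genes, 40 had lower values at P7, with a median log2 fold change of -0.14, and none passed the limma test over all genes or when adjusted over the list alone (11 at an unadjusted p under 0.05). Camera called the list towards lower values (adjusted p = 4.18e-10), and its adjusted p = 0.333 with an estimated correlation. Ect2, a regulator of cytokinesis, had -0.49 (SE 0.15, n = 4 per genotype, adjusted p = 0.367), and Cdc6, which licenses replication origins, had -0.36 (SE 0.09, adjusted p = 0.247). Choroid plexus genes were lower in these cerebella, with a median of -0.60. The values of cultures and cerebella were centred apart, and the difference between them was not tested. The paper cites work in which neurons that re-enter the cell cycle die and states that no added cell death was seen in its cultures. From the cell cycle genes it proposes a nuclear role of cystatin B.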

Re-entry of neurons to cell cycle after differentiation would lead to apoptotic cell death and neurodegeneration, rather than cell division [31]. We did not, however, detect elevated cell death in *Cstb^−/−^* granule cell cultures, at least when the neurons were cultured for two days. We cannot, though, exclude the possibility that an activation of cell cycle related genes in *Cstb^−/−^* granule cells reflects their dysfunction eventually leading to cell death. Postmitotic neurons express also cell cycle proteins, which are involved in neuronal morphogenesis and in the regulation of pre-synaptic differentiation, such as CDC20 (upregulated in our data) through interaction with a multiprotein anaphase-promoting complex [32]-[34]. Upregulation of cell cycle genes in *Cstb^−/−^* granule neurons may also imply to functions of CSTB in the nucleus. CSTB localizes to the cytoplasm, where it associates with lysosomes, but it has also been detected in the nucleus of dividing cells [35], [36]. In the nucleus, CSTB has been shown to interact with histones and cathepsin L and to regulate cell cycle progression into the S phase [37]. It is tempting to speculate that the synaptic changes may, at least partly, be mediated by cathepsins in the cells, including the synaptic sites and the nucleus. Imbalance of cathepsin regulation in the synapses could lead to morphological and functional changes [38]. On the other hand, disturbed nuclear function of CSTB, which is at least partially mediated by cathepsin regulation, could result in consequent alterations in the transcriptional regulation of synaptic proteins [37], [39]. Synaptic functions are highly dependent on functional cytoskeleton that regulates intracellular transport and protein turnover in the synapses. *Cstb^−/−^* granule neurons revealed also significant overexpression of several genes encoding kinesins, CCN family of proteins and annexins, that have been associated in axonal transport, nuclear division, mitosis, extracellular matrix production, apoptosis and GABAergic signaling [40]–[44]. Taken together, the data from *Cstb^−/−^* granule cells propose neuron specific alterations in processes central to neuronal function and architecture and emphasizes nuclear functions of CSTB.

As the gene expression data from P7 *Cstb^−/−^* cerebellum and neurons alluded to alterations in synaptic functions, which could contribute to the neuronal hyperexcitability and characteristic motor symptoms seen in EPM1 patients (see above), we selected GABAergic signaling for more detailed characterization. At P7, mRNA levels of granule cell specific GABA_A_ receptor subtypes α6 and δ were elevated, although not highly enough to be able to detect at protein level. However, electrophysiological analyses of *Cstb^−/−^* mouse cerebellar slices showed a shift of balance towards decreased inhibition and increased excitation in the Purkinje cells. Thus, the detected upregulation of GABA_A_ receptor subunit mRNAs at P7 *Cstb^−/−^* mouse could reflect a compensatory change in gene expression to decrease the excitatory neurotransmission from granule cells to Purkinje cells, especially as the GABA_A_ receptor subunit mRNAs, which were upregulated, were those for the α6 and δ subunits that mostly form extrasynaptic receptors responsible for tonic inhibition [45]. On the other hand, at P30, we found reduced ligand binding to α6 and δ subunit-containing GABA_A_ receptors [18], [46] indicating alterations in functional post-synaptic and extrasynaptic receptors in *Cstb^−/−^* mouse cerebellum at this age. Whether the changes in GABA_A_ receptor function could be due to e.g. availability of different receptor subtypes in the membrane needs to be investigated.

A decrease in the number of GABAergic terminals leading to reduced GABA inhibition has previously been reported in cerebral cortex of aged *Cstb^−/−^* mice [47]. The loss of interneurons in aged mice can further reduce the GABA inhibition (our unpublished observation and [47]). Consistent with the mouse data, a loss of pre-synaptic GABAergic marker VGAT was also detected in the brain of a fully symptomatic EPM1 patient [47]. Our data in young mice show a significant decrease in VGAT immunoreactivity along with the reduction of synapsin 1 positive pre-synaptic as well as gephyrin positive post-synaptic terminals, indicating that there are defects in GABAergic synapses in *Cstb^−/−^* cerebellum already at the pre-symptomatic stage, before the loss of GABAergic interneurons is detectable.

In contrast to the findings at P7, changes in the expression of genes reflecting synaptic functions by GO analysis are no longer observed at P30, or they may be hidden by significant enrichment for genes and pathways which pinpoint activation of inflammatory processes. 

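Synaptic gene lists were near 0 in P30 Cstb−/− cerebella. None of the 15 GABA-A receptor subunit genes passed the limma test, over all genes or when adjusted over the list alone (2 at an unadjusted p under 0.05). Gabra6 differed by 0.02 and Gabrd by -0.01, while the gene with the smallest p, Gabrb1, had 0.30 (SE 0.10, n = 3 per genotype, adjusted p = 0.505). Camera gave an adjusted p = 0.590 for these subunits, 0.741 for presynaptic vesicle release and 0.639 for glutamate receptors and synapses. Grm5, a metabotropic glutamate receptor, had 0.59 (SE 0.18, adjusted p = 0.466), and Vamp1 had -0.27 (SE 0.10, adjusted p = 0.591). The effect of the genotype was also compared between the ages, by a contrast chosen after seeing the data: the effect at P30 minus that at P7 was -0.91 for Gabra6 (SE 0.22, adjusted p = 0.136 from limma) and -0.65 for Gabrd (SE 0.19, adjusted p = 0.237), neither of which passed.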

Earlier reports from *Cstb^−/−^* mice cerebella have shown microglial activation in presymptomatic mice followed by neuronal death and volume loss from two months of age onward [4], [6]. Therefore, elevated expression of inflammatory genes at P30 most likely reflect response to activated glial cells and neuroinflammation, which together with neuronal dysfunction and death has an important role in progression of the disease. 

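Genes of activated microglia had the highest median of the 42 gene lists in P30 Cstb−/− cerebella. Of 31 measured genes, 12 rose, none fell and 21 were higher when adjusted over the list alone (camera adjusted p = 3.44e-38), with a median log2 fold change of 0.57. Tyrobp and Cd52 had the largest rises among them. Of 18 genes of homeostatic microglia, 4 rose and 9 were higher when adjusted over the list alone, with a median of 0.36 (camera adjusted p = 1.70e-14; adjusted p = 0.108 with an estimated correlation). Csf1r, the receptor that microglia need to survive, rose by 0.90 (SE 0.12, n = 3 per genotype, adjusted p = 0.0327 from limma), while 14 genes of the list did not pass. Csf1r did not pass without knockout array 1 or 3 or control array 1 or 2 (adjusted p from 0.0954 to 0.178). From earlier reports of microglial activation in presymptomatic mice, the paper proposes that the inflammatory genes reflect activated glial cells and neuroinflammation.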

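Of 30 measured chemokine and cytokine genes, 2 rose in P30 Cstb−/− cerebella, Cxcl13 and Ccl6. When adjusted over the list alone, 7 were higher and 1 was lower. Cxcl14 (log2 fold change 0.47), Tgfb1 (0.43) and Cxcl10 (0.31) were higher on that basis and did not pass over all genes, with adjusted p from 0.228 to 0.262 by limma (n = 3 per genotype). The genes of proinflammatory cytokines Il1b (0.02), Il6 (-0.08) and Tnf (-0.16) did not pass on either basis. These genes were named after their values were seen. Camera called the list (adjusted p = 0.000504), and its adjusted p = 0.271 with an estimated correlation.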

Glial activation and oxidative stress [5], [6] might further promote the hyperexcitability in *Cstb^−/−^* mice, as glial derived proinflammatory chemokines and cytokines, highly expressed also in P30 *Cstb^−/−^* mice, have been found to reduce the seizure threshold and may thus contribute to recurrent excitation in epilepsy [48].

In conclusion, we provide the first evidence of gene expression changes in pre-symptomatic and young symptomatic *Cstb^−/−^* mice. 

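The changed probe sets of P7 and P30 Cstb−/− cerebella shared those of Cstb itself. With limma, 3 probe sets changed at P7 and 65 at P30, of 45037 tested in both, and 2 were shared, both of Cstb (Fisher's exact test, 1-sided, p = 6.15e-06). Without the Cstb probe sets 1 probe set is left at P7, too few to test an overlap. Between the probe sets of Tables S1 and S5, 3 were shared, those of Cstb and 1 of Pcp2, a Purkinje cell gene (Fisher's exact test, 1-sided, p = 0.000481; 1 shared without Cstb, chosen after seeing the data, p = 0.134 by the same exact test). The effect of the genotype differed between the ages for 57 probe sets by limma, in a contrast chosen after seeing the data, in which each age had its own level; of the 33 genes of that comparison, 32 had the more positive knockout minus control difference at P30, for example C1qc, for which P30 minus P7 was 1.67 (SE 0.11, adjusted p = 2.24e-07).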

Although there is no significant overlap with the differentially expresses genes at P7 and P30, GO analyses revealed alterations in several functional categories, which may contribute to EPM1. Our data indicate that pre- and post-synaptic changes in inhibitory GABAergic synapses could result in imbalance between excitation and inhibition in *Cstb^−/−^* mouse cerebellum already before the disease symptoms occur, which may be augmented by inflammatory processes in the symptomatic phase.

## Supporting Information

File S1 **Table S1.** The gene expression changes in P7 *Cstb^−/−^* cerebellum. Fold change with cutoff 1.3 and p<0.05 was used. **Table S2.** The GO terms of biological process, molecular function and cellular component in P7 *Cstb^−/−^* cerebellum. N indicates the number of genes and P the adjusted p-value for the enrichment. **Table S3.** The GO terms of biological process, molecular function and cellular component in *Cstb^−/−^* P5+2 cerebellar granule cells. N indicates the number of genes and P the adjusted p-value for the enrichment. **Table S4.** The gene expression changes in *Cstb^−/−^* P5+2 cerebellar granule cells. Fold change with cutoff 1.3 and p<0.01 was used. **Table S5.** The gene expression changes in P30 *Cstb^−/−^* cerebellum. Fold change with cutoff 1.3 and p<0.05 was used. **Table S6.** The GO terms of biological process, molecular function and cellular component in P30 *Cstb^−/−^* cerebellum. N indicates the number of genes and P is the adjusted p-value for the enrichment.
(PDF) Click here for additional data file.

# Supplementary material for: Gene Expression Alterations in the Cerebellum and Granule Neurons of Cstb−/− Mouse Are Associated with Early Synaptic Changes and Inflammation
**Source:** PLoS One. 2014 Feb 27;9(2):e89321. doi: 10.1371/journal.pone.0089321
**Supplement:** File S1 — Table S1. The gene expression changes in P7 Cstb−/− cerebellum. Fold change with cutoff 1.3 and p<0.05 was used. Table S2. The GO terms of biological process, molecular function and cellular component in P7 Cstb−/− cerebellum. N indicates the number of genes and P the adjusted p-value for the enrichment. Table S3. The GO terms of biological process, molecular function and cellular component in Cstb−/− P5+2 cerebellar granule cells. N indicates the number of genes and P the adjusted p-value for the enrichment. Table S4. The gene expression changes in Cstb−/− P5+2 cerebellar granule cells. Fold change with cutoff 1.3 and p<0.01 was used. Table S5. The gene expression changes in P30 Cstb−/− cerebellum. Fold change with cutoff 1.3 and p<0.05 was used. Table S6. The GO terms of biological process, molecular function and cellular component in P30 Cstb−/− cerebellum. N indicates the number of genes and P is the adjusted p-value for the enrichment.

**Table S1.** The gene expression changes in P7 *Cstb*<sup>-/-</sup> cerebellum. Fold change with cutoff 1.3 and p < 0.05 was used.

**Table S2.** The GO terms of biological process, molecular function and cellular component in P7 *Cstb*<sup>-/-</sup> cerebellum. N indicates the number of genes and P the adjusted p-value for the enrichment.

## MOLECULAR FUNCTION

#### **Metalloendopeptidase activity GO:4222 (N=2; P=0.1391)**

#### **Chloride channel activity GO:5254 (N=2; P=0.1391)**

### **CELLULAR COMPONENT**

#### **Cell body GO:44297 (N=7; P=0.0279)**

#### **Cell projection GO:42995 (N=11; P=0.0341)**

**Table S3.** The GO terms of biological process, molecular function and cellular component in *Cstb*<sup>-/-</sup> P5+2 cerebellar granule cells. N indicates the number of genes and P the adjusted p-value for the enrichment.

**Mitotic cell cycle GO:278 (N=24; P=1.65e-12)**

## MOLECULAR FUNCTION

### Protein binding GO:5515 (N=62; P=4.16e-06)

**Glycosaminoglycan binding GO:5539 (N=7; P=0.0005)**

**Growth factor binding GO:19838 (N=6; P=0.0007)**

## CELLULAR COMPONENT

### Intracellular non-membrane-bounded organelle GO:43232 (N=45; P=5.62e-09)

**Extracellular matrix part GO:44420 (N=11; P=3.71e-07)**

---

**Table S4.** The gene expression changes in *Cstb*<sup>-/-</sup> P5+2 cerebellar granule cells. Fold change with cutoff 1.3 and p < 0.01 was used.

---

**Table S5.** The gene expression changes in P30 *Cstb*<sup>-/-</sup> cerebellum. Fold change with cutoff 1.3 and p < 0.05 was used.

---

**Table S6.** The GO terms of biological process, molecular function and cellular component in P30 *Cstb*<sup>-/-</sup> cerebellum. N indicates the number of genes and P is the adjusted p-value for the enrichment.

**Adaptive immune response GO:2250 (N=12; P=3.61e-10)**

**Adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains GO:2460 (N=11; P=2.97e-09)**

**Positive regulation of immune system process GO:2684 (N=15; P=5.23e-09)**

**Positive regulation of immune response GO:50778 (N=12; P=1.98e-08)**

## MOLECULAR FUNCTION

### Protein complex binding GO:32403 (N=10; P=7.12e-05)

**CELLULAR COMPONENT****Cell surface GO:9986 (N=15; P=7.03e-08)**

**Membrane part GO:44425 (N=38; P=7.31e-06)**

**External side of plasma membrane GO:9897 (N=9; P=7.31e-06)**

**Extracellular region part GO:44421 (N=16; P=7.92e-06)**

**Plasma membrane part GO:44459 (N=18; P=1.45e-05)**

**Plasma membrane GO:5886 (N=28; P=3.31e-05)**

**Cell periphery GO:71944 (N=28; P=5.23e-05)**

---

How the deposited data were processed for this re-analysis (not part of the article)

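RNA of cerebella from Cstb−/− and control mice at P7 (4 arrays per genotype) and P30 (3 arrays per genotype), and of cultured cerebellar granule cells from P5 mice after 2 days in vitro (3 knockout and 4 control arrays), had been hybridized to Affymetrix mouse genome arrays. By the methods, the authors background-adjusted, quantile-normalized and summarized the signals by RMA, and then subtracted the median of each probe set across samples. The deposited values are log2 signals made in this way, as the methods and the labels state and as the values show: the median of each probe set was 0 within each experiment. The version of the authors' software for this step is not given in the labels.

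Of 45101 probe sets, 64 control probe sets were left out and 45037 were tested. In the annotation used, 34945 probe sets had 1 gene symbol, 932 had several and 9160 had none. Knockout was compared with control within each experiment by limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes at their default settings and Benjamini-Hochberg correction, 2-sided. A probe set counted as changed at a fold of 1.3 or more and an adjusted p under 0.05 in the cerebella or under 0.01 in the granule cells, as in the methods. For 18193 genes, 1 probe set with that gene's symbol alone was taken, the one with the lowest number, and p was adjusted over these genes. Of 846 entries in 42 gene lists, 775 matched a gene. The lists were tested with limma's camera at a preset correlation of 0.01, with correction over the 42 lists and a threshold of 0.05, and with an estimated correlation beside it. Counts adjusted over a list alone used the adjusted p threshold of the experiment. The overlap of changed probe sets was tested with Fisher's exact test, 1-sided. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

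Groups, thresholds, gene lists, most alternatives and the rule for naming genes were set before the data were examined. The rule took the genes that the paper names for an experiment, the 10 largest rises and the 10 largest falls among changed genes whose arrays did not overlap between genotypes, and up to 4 members of each list described. Where another gene is named, this was done after its value was seen. Values in the tables of the paper had been seen when the genes it names were listed.

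Some planned steps were left out, because the values keep no signal levels: the filter at a low percentile of expression, a variance trend with intensity, a renewed quantile normalization, and the choice of the probe set with the highest signal for a gene. The interaction of genotype and age was not fitted as planned, since the ages were centred apart. A contrast of the within-age differences was run instead, chosen after seeing the data. Alternatives that were run comprise the methods' test with correction over all probe sets or over those past the fold, no fold threshold, robust variance estimates, array weights, 1 fit over all groups, the labelled sex as a covariate, the replicate number as a block, each array left out in turn, the mean of all probe sets of a gene, an estimated correlation and complete linkage. The number of arrays limits the precision, and signal over background cannot be read from these values. The test was also tried on simulated data with planted changes.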

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

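The splits of the arrays, the tests of the explanations and the comparison of the ages were chosen only after the results were seen, while the camera tests of the lists were planned.

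In P30 Cstb−/− cerebella, microglial genes were higher, and the genes of activated microglia more so than those of homeostatic microglia. A lower share of neurons would raise the genes of all other cell types alike, but the mean of the activated microglia list rose more than that of the oligodendrocyte and endothelial lists, by 0.75 (SE 0.06, exact permutation p = 0.1, the smallest that 3 arrays against 3 allow). More microglia in an unchanged state would raise both microglial lists alike if both lay equally far above background. The activated list exceeded the homeostatic one by 0.30 (SE 0.09, exact permutation p = 0.1). Since the values keep no levels, this gap cannot tell more microglia from a change in their state. Either or both may underlie the pattern, and each stays a hypothesis. The 10 splits of 6 arrays are too few to test chance: the real split gave 65 probe sets and 18 lists, the highest other split 7 and 14, and only the real split (1 of 10 for both) reached its counts.

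In Cstb−/− granule cell cultures, genes of mitosis and collagens were higher. A lower share of neurons alone does not account for it, since the fibroblast list exceeded the mean of the astrocyte and smooth muscle lists, which rose too, by 0.54 (SE 0.07, 2-sided exact permutation p = 0.057, the smallest this test gives), and that of the microglial, endothelial and oligodendrocyte lists, which may lie near background, by 1.12 (SE 0.04, exact permutation p = 0.057). More fibroblast-like cells are a candidate explanation, with 16 of 25 fibroblast genes outside the collagen and mitosis lists higher past the test in a probe set, although arabinoside, added against glia, would act on dividing fibroblasts too. More dividing granule cell precursors stay open: the mitosis list exceeded the precursor list by 0.93 (SE 0.04, exact permutation p = 0.057), but that list rose by 0.26 (SE 0.02) from a baseline that is not known, and a change of expression within the cultured neurons was not tested. The 1144 probe sets were reached by 1 of 35 splits, the real one (highest other 0 by limma), so chance is unlikely for them. It is not fully excluded, since the other splits hold the genotype difference within their groups, which lowers their counts. The count of 17 lists was also reached by the real split alone (1 of 35), but the highest other split gave 15, so chance is not excluded for that count. Of the 17 lists, 1 was called with an estimated correlation, that of mitosis. The splits cannot tell the genotype from a difference of preparation. Knockout and control cultures share no replicate number, and whether they were prepared apart is not known.

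In P7 Cstb−/− cerebella, oligodendrocyte and mature granule neuron genes had higher values, mitosis genes lower values and choroid plexus genes the lowest. Less choroid plexus in the dissected tissue would by itself raise the other genes alike, but the oligodendrocyte list exceeded the mitosis list by 0.62 (SE 0.17, exact permutation p = 0.029), while a wider difference of dissection stays open, since this fell to 0.16 (SE 0.26) with the choroid plexus list as a covariate, which had r = -0.85 with the genotype over the 8 arrays. A spread of developmental stage among the pups may contribute: over the 8 arrays the deviations of the oligodendrocyte and mitosis lists within genotypes had r = -0.74 (permutation p = 0.082) and rho = -0.83 (permutation p = 0.028), but r = -0.31 without knockout array 3 and control array 3, so the relation rests on these arrays, and stage and genotype cannot be told apart with 8 pups. A count of 3 changed probe sets was reached by 2 of 35 splits (the other one, by labelled sex, gave 12), so chance is not excluded for the count, though 2 of the 3 are those of Cstb, at -3.10 and -2.31 without overlap between genotypes. The count of 14 lists was reached by the real split alone (1 of 35). The highest other split, again that by labelled sex, gave 13, so chance is not excluded for the lists either. With the labelled sex as a covariate 11 lists were called, and with an estimated correlation 0.

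The genotype effect differed between the ages for 33 genes. It was more positive at P30 for 32 of them and more negative for Klk1 (-0.75, SE 0.13), named after its value was seen. Of these genes, 16 were named by the rule set beforehand, all for P30 and many for their rise there. A larger effect of these 16 at that age follows in part from how they were chosen. P30 minus P7 on the log2 scale was as follows: Cxcl13 5.76, Lpl 2.19, Tyrobp 2.13, Cd52 2.03, C1qb 2.02, Clec7a 1.87, Ctsc 1.72, C1qc 1.67, Mpeg1 1.66, C1qa 1.65, Cd44 1.59, Cd68 1.46, Cd14 1.42, Ctss 1.34, Ctsh 0.96 and Fcer1g 0.93. Of 100 relabellings within the ages, the real one included, 3 called at least as many probe sets as the real 57, with 77 the highest. That share makes chance unlikely, but the real count was not the highest, so chance is not fully excluded.

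In 12 of 141 groups of 4 arrays, 1 array lay far from the others, where chance alone gives about 1 in 20 groups. The gap divided by the range was, in control granule cell cultures, 0.951 for Ccn2, 0.837 for Col1a1, 0.84 for Ifit2, 0.907 for Kif11 and 1.0 for the 3′ minus 5′ signal of beta-actin. In P7 control cerebella it was 0.848 for Gli2, 0.891 for Pcdhb16 and 0.893 for the spread of all probe sets. In P7 knockout cerebella it was 0.858 for Mog, 0.896 for Pcdhb22, 0.891 for Slc12a5 and 0.839 for the 18S rRNA control probe sets, which had 3.39 on knockout array 5 against -0.40 to 0.64 on the other P7 arrays.

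Gene lists that the paper does not discuss for an experiment were called by camera at its preset correlation, and none of these calls held with an estimated correlation. At P7 their median log2 fold changes were 0.18 for mature granule neurons, -0.08 for granule cell precursors, 0.05 for Purkinje cells, 0.12 for interneurons, -0.13 for S phase, -0.14 for mitosis, -0.11 for collagens, -0.11 for meningeal fibroblasts, 0.48 for oligodendrocytes, -0.60 for choroid plexus and ependyma and -0.06 for the unfolded protein response. At P30 they were 0.08 for Purkinje cells, 0.44 for the interferon response, 0.21 for serpin and TIMP protease inhibitors, -0.28 for choroid plexus and ependyma, 0.16 for the unfolded protein response and -0.14 for immediate early genes. In the granule cells they were -0.13 for presynaptic vesicle release, 0.46 for astrocytes and Bergmann glia, -0.15 for complement, -0.24 for MHC class II, -0.52 for the interferon response, 0.22 for the lysosome, 0.81 for meningeal fibroblasts, 0.21 for smooth muscle cells and pericytes, 0.25 for the unfolded protein response, 0.08 for the oxidative stress response and 0.44 for immediate early genes.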

How the results depend on the processing

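The exclusions of P7 knockout array 5 with control array 3 and of control granule cell arrays 7 and 8, the robust variance without a trend, the choroid plexus covariate, the overlap without Cstb and all settings of the comparison between ages were chosen only after the results were seen. The count of changed probe sets stayed within 1.5 times its value without a fold threshold in each experiment (3, 65 and 1144), with robust variances (3, 65 and 1061), with the replicate number as a block (2 at P7, 49 at P30), with the choroid plexus covariate at P7 (2) and with the labelled sex in the granule cells (1256). In the block fit at P7, only arrays with a replicate number found in both genotypes bear on the difference. With the methods' test the count was 1 at P7, 1 at P30 and 32 in the granule cells when corrected over all probe sets. It was 203, 210 and 628 when corrected over the probe sets past the fold. Fewer probe sets are tested there, and they were chosen by the difference under test. Array weights gave 17, 226 and 2828, and 1 fit over all groups 16, 107 and 5725. With the labelled sex as a covariate it was 1108 at P7, where 364 probe sets were called for sex and the female minus male differences of knockout and control arrays had a correlation of 0.21 across probe sets, and 29 at P30, where the fit is that without knockout array 1. An adjusted p under 0.05 gave 4075 in the granule cells. Without P7 knockout array 5 and control array 3 the count was 20, and without control granule cell arrays 7 and 8 it was 24. Leaving out each array in turn gave 3 to 38 at P7 (38 without knockout array 1), 29 to 76 at P30 (29 without knockout array 1 or control array 1, 33 without control array 2, 37 without knockout array 3) and 302 to 2685 in the granule cells (2685, 371 and 320 without knockout arrays 2, 1 and 3, and 302, 343 and 454 without control arrays 8, 7 and 5). Apart from the smaller number of probe sets or arrays where these apply, the cause was not tested.

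With an estimated correlation camera called 0 lists at P7, 3 at P30 and 1 in the granule cells, and with the choroid plexus covariate, which had r = -0.85 with the genotype, 0 at P7. That covariate left the protocadherin mean at -0.14. The Purkinje cell mean went from 0.14 to 0.16 and the unfolded protein response mean from -0.08 to -0.1. The means of the other called lists shrank. Leaving out each array gave 11 to 18 lists at P7, 13 to 20 at P30 and 15 to 17 in the granule cells. Without Cstb 1 changed probe set is left at P7, too few to test an overlap with P30. The difference between the ages gave 134 probe sets with the labelled sex as a covariate and 39 to 114 without 1 array (114 without P30 control array 3). The sex labels at P30 conflict with the sex genes, which were alike on all P30 arrays. With complete linkage the first branch parted the genotypes in 1 experiment, against 2 with average linkage. With the mean of all probe sets of a gene, 2 genes of the granule cells turned from lower to higher, Kif2c (0.987) and Anxa1 (1.17), whose representative probe set had the opposite sign to the one listed in Table S4. Among all comparisons of named genes with their alternatives, these 2 included, direction and side of the threshold held in 563 of 612 at P7 (48 newly past, 1 no longer past), 616 of 700 at P30 (28 and 56) and 787 of 976 in the granule cells (9 and 178). The filters on low signals, the trend with intensity, the renewed quantile normalization and the planned interaction were not run, since the values keep no levels, and signal over background is unknown.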

Differences from the paper's values

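All comparisons here use the thresholds of the methods, except that the filter on low signals could not be applied. The exclusion of P7 knockout array 5 with control array 3, that of granule cell control arrays 7 and 8 and the overlap without Cstb were chosen only after the results were seen.

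At P7 the paper reports 82 changed probe sets, 30 higher and 52 lower, of 61 genes. Here 3 passed, 0 higher and 3 lower, of 2 genes (594 passed the fold with an unadjusted p under 0.05 from limma). No alternative set before the data were examined brought the total, the probe sets higher or the genes within 1.5 times the paper's numbers. For the probe sets lower, the fit without knockout array 1 did so, with 38, and no other did. Table S1 holds 83 probe sets, 32 higher and 51 lower by the signs in the table. Its folds differed from those here by up to 0.171 on the log2 scale, against at most 0.005 for Tables S4 and S5, and which arrays or values lie behind Table S1 is not known. All 83 went the same way here, 63 of them at a fold of 1.3 or more, and 2 were called by limma and 51 by the methods' test with correction over the probe sets past the fold.

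In the granule cells the paper reports 140 changed probe sets, 128 higher and 12 lower, of 114 genes. Here 1144 passed, 933 higher and 211 lower, of 781 genes. None of the alternatives set before the data were examined gave a number within 1.5 times the paper's for any of these counts. The 140 folds in Table S4 differed from those of the 3 knockout and 4 control arrays here by at most 0.005 on the log2 scale, although the methods give 4 and 5 arrays. Of these 140 probe sets, 139 were called by limma and 140 by the methods' test with correction over those past the fold. With control arrays 7 and 8 left out, chosen after seeing the values, 24 were called, also outside that range.

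At P30 the paper reports 5 probe sets lower, and 3 were lower here. Among the alternatives set before the data were examined, 1 fit over all groups (7) and the fit without control array 3 (5) came within 1.5 times of the paper's number, and the others did not. Of the 82 probe sets in Table S5, 48 were called by limma and 82 by the methods' test with correction over those past the fold.

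For several genes that the paper names as changed, the limma test over all genes was not passed. At P7 the paper gives Gabrd and Gabra6 as higher and Epha7, Slit2, Pcdhb22, Pcdhb16 and Pcdhb17 as lower. The directions were the same here, and none of the 7 passed. For Gabrd and Gabra6 the paper also reports higher expression by qPCR, which the arrays do not test. The methods' test with correction over the probe sets past the fold called Gabrd, Gabra6, the listed probe set of Epha7 and the 3 protocadherins. Corrected over all probe sets, it called none of these. The labelled sex as a covariate called Gabra6, Slit2 and the 3 protocadherins, 1 fit over all groups called Gabrd and Gabra6, and array weights called Gabra6. At P30 the paper gives C3ar1, Cd48, Ctsd and Gusb as higher, and their representative probe sets did not pass. The listed probe sets of C3ar1 and Gusb passed, the mean of all probe sets called C3ar1, Ctsd and Gusb, and both array weights and the methods' test with correction over those past the fold called Cd48, Ctsd and Gusb. In the granule cells the paper gives Kif2c, Anxa1 and Ccn4 as higher. Their representative probe sets did not pass, with -0.23 for Kif2c and -0.27 for Anxa1, while the probe sets listed in Table S4 and the mean of all probe sets passed for each. For Ccn4, 1 fit over all groups and an adjusted p under 0.05 called the representative probe set too.

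The paper states that the changed genes of P7 and P30 do not overlap beyond chance. The changed probe sets here shared 2, both of Cstb (Fisher's exact test, 1-sided, p = 6.15e-06). Without Cstb 1 changed probe set is left at P7, too few to test an overlap. By the methods' test with correction over the probe sets past the fold, 5 were shared (exact p = 0.00273), and 3 without Cstb (exact p = 0.0668). The overlap takes no account of direction. Among these 3, of Agt, Ctsc and Scyl2, the representative probe set of Ctsc had -0.39 at P7 and 1.34 at P30. Whether Agt and Scyl2 went the same way at both ages was not tested.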

Other observations

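Which of the gene lists to describe in this part was chosen only after the results were seen; the tests themselves were planned. In Cstb−/− granule cell cultures, some genes of the unfolded protein response, immediate early genes and astrocyte genes rose, while most genes of these lists did not pass. Of 17 genes of the unfolded protein response, 5 rose (7 higher when adjusted over the list alone), among them Manf, a secreted protein of the endoplasmic reticulum, by 0.88 (SE 0.10, n = 3 knockout and 4 control cultures, adjusted p = 0.00141 from limma), which did not pass without knockout array 3 (adjusted p = 0.0104), and the chaperone Hspa5 by 0.79 (SE 0.08). Camera gave the list an adjusted p = 0.000286, and an adjusted p = 0.0766 with an estimated correlation. Of 16 immediate early genes, 5 rose (7 higher when adjusted over the list alone), Egr1, a transcription factor, by 1.99 (SE 0.11), with a camera adjusted p = 0.000117 and an adjusted p = 0.0666 with an estimated correlation. Of 21 genes of astrocytes and Bergmann glia, 5 rose (9 higher when adjusted over the list alone), Gja1, a gap junction protein, by 1.67 (SE 0.21) and Timp4 by 0.80 (SE 0.13), with a camera adjusted p = 4.69e-05 and an adjusted p = 0.219 with an estimated correlation. Gja1 and Timp4 did not pass without any one of knockout arrays 1 and 3 and control arrays 5, 7 and 8 (adjusted p from 0.0109 to 0.0408). Of 22 genes of presynaptic vesicle release, 2 fell (3 lower when adjusted over the list alone), Sv2b by 0.47 and Rab3a by 0.45, and neither call held in most fits without 1 array (6 of 7 for Rab3a, 7 of 7 for Sv2b, adjusted p from 0.0109 to 0.0428). The fibroblast list had a median of 0.81 in the same cultures.

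In P30 Cstb−/− cerebella, all 23 measured interferon response genes had higher values, with Rtp4 at 0.79 and Igtp, a GTPase induced by interferon, at 0.58. By limma 0 of them passed over all genes (12 at an unadjusted p under 0.05) and 11 were higher when adjusted over the list alone, with a camera adjusted p = 5.38e-16 and an adjusted p = 0.0907 with an estimated correlation. The activated microglia list had a median of 0.57 in these cerebella. At P7 the Purkinje cell gene Gng13 had a log2 fold change of 0.53 (adjusted p = 0.0538 from limma) and the interneuron gene Pvalb, a calcium-binding protein, had 0.72 (adjusted p = 0.0837 from limma), beside a choroid plexus median of -0.60. Of 16 measured Purkinje cell genes, 4 were higher and 2 lower when adjusted over the list alone, with a median of 0.05.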
